# Conditional ablation of DIS3L2 ribonuclease in pre-meiotic germ cells causes defective spermatogenesis and infertility in male mice

**DOI:** 10.7150/thno.98620

**Published:** 2024-09-03

**Authors:** Nana Li, Junjie Yu, Yan-Qin Feng, Phoebe Xu, Xiao Wang, Meiyang Zhou, Hong Li, Yu Xu, Zhengpin Wang

**Keywords:** spermatogonia, meiosis, spermatogenesis, infertility, scRNA-seq

## Abstract

**Rationale:** Spermatogenesis is a highly organized cell differentiation process in mammals, involving mitosis, meiosis, and spermiogenesis. DIS3L2, which is primarily expressed in the cytoplasm, is an RNA exosome-independent ribonuclease. In female mice, *Dis3l2*-deficient oocytes fail to resume meiosis, resulting in arrest at the germinal vesicle stage and complete infertility. However, the role of DIS3L2 in germ cell development in males has remained largely unexplored.

**Methods:** We established a pre-meiotic germ cell conditional knockout mouse model and investigated the biological function of DIS3L2 in spermatogenesis and male fertility through bulk RNA-seq and scRNA-seq analyses.

**Results:** This study unveils that conditional ablation of *Dis3l2* in pre-meiotic germ cells with *Stra8-Cre* mice impairs spermatogonial differentiation and hinders spermatocyte meiotic progression coupled with cell apoptosis. Such conditional ablation leads to defective spermatogenesis and sterility in adults. Bulk RNA-seq analysis revealed that *Dis3l2* deficiency significantly disrupted the transcriptional expression pattern of genes related to the cell cycle, spermatogonial differentiation, and meiosis in *Dis3l2* conditional knockout testes. Additionally, scRNA-seq analysis indicated that absence of DIS3L2 in pre-meiotic germ cells causes disrupted RNA metabolism, downregulated expression of cell cycle genes, and aberrant expression of spermatogonial differentiation genes, impeding spermatogonial differentiation. In meiotic spermatocytes, loss of DIS3L2 results in disturbed RNA metabolism, abnormal translation, and disrupted meiotic genes that perturb meiotic progression and induce cell apoptosis, leading to subsequent failure of spermatogenesis and male infertility.

**Conclusions:** Collectively, these findings highlight the critical role of DIS3L2 ribonuclease-mediated RNA degradation in safeguarding the correct transcriptome during spermatogonial differentiation and spermatocyte meiotic progression, thus ensuring normal spermatogenesis and male fertility.

## Introduction

Spermatogenesis is a complex process of cell differentiation that results in the production of mature spermatozoa, sustaining male fertility throughout adulthood. It consists of three distinct phases: mitosis, meiosis, and spermiogenesis 1, 2. Spermatogonial stem cells undergo amplification, generating a population of undifferentiated spermatogonia, which further differentiate into differentiated spermatogonia. Type B spermatogonia give rise to two primary spermatocytes. These cells undergo processes including DNA replication, synapsis, and meiotic recombination and ultimately divide twice to produce haploid round spermatids, initiating spermiogenesis and forming mature spermatozoa 3.

Considerable investigations have focused on discovering developmentally regulated transcriptional networks required for mouse spermatogenesis 4-7. Multiple RNases and co-factors are involved in developmentally the correct transcriptome to ensure normal spermatogenesis in mice 8-11. For example, the catalytic ribonuclease EXOSC10 (yeast homolog, RRP6) mediates RNA decay in the nucleus and nucleolus 12, 13. EXOSC10 is associated with epigenetic chromosome silencing and is essential for male germ cell proliferation and development 8. During the early leptotene and zygotene stages of male germ cell meiosis, transcription remains inactive when synapsis occurs 14. Transcription resumes at the pachytene stage, coinciding with meiotic recombination 15-17. A recent study has reported that the zygotene to pachytene transition is not only associated with transcription resumption but also with a programmed wave of mRNA degradation, which is essential for meiotic progression 9. Thus, investigations of the transcriptome networks provide insights into the underlying molecular mechanisms that support spermatogenesis and ensue male fertility in mammals.

DIS3-like exonuclease 2 (DIS3L2), a homolog of DIS3, is an RNA-exosome independent ribonuclease primarily expressed in the cytoplasm 18, 19. Germline mutations in *DIS3L2* have been reported to lead to Perlman syndrome, characterized by overgrowth, and increased susceptibility to Wilms tumor 19. Recently, it has been demonstrated that DIS3L2-mediated decay safeguards endoplasmic reticulum-targeted mRNA translation and maintains calcium ion homeostasis 20. Additionally, DIS3L2 has been shown to regulate cell proliferation and tissue growth in both humans and flies 21. Furthermore, recent studies have delved into the role of DIS3L2 in female reproduction, revealing that *Dis3l2*-deficient oocytes nearly arrest at the germinal vesicle stage, resulting in total infertility in female mice 22. Upon DIS3L2 depletion, uridylated-poly(A) RNAs remain intact and become prevalent in the transcriptome of *Dis3l2*-deficient oocytes. These uridylated-poly(A) RNAs possess shorter poly(A) tails, significantly reducing their translational activity 22. Despite the emerging understanding of DIS3L2's functions in female reproduction and associated human diseases, its significance in male reproduction remains unclear.

In this study, germ cell *Dis3l2* conditional knockout (cKO) mice were established, and the results revealed that the loss of DIS3L2 severely impairs spermatogonial differentiation and hampers spermatocyte meiotic progression. This results in notable defects in spermatogenesis and, ultimately, leads to male sterility. Comparative RNA-seq and scRNA-seq analyses revealed severe dysregulation of the transcriptome during spermatogonial differentiation and spermatocyte meiosis in *Dis3l2* cKO testes. Altogether, the data of this study strongly suggest that DIS3L2 plays a pivotal role in sculpting the transcriptome during spermatogonial differentiation and spermatocyte meiotic progression, ensuring normal spermatogenesis and male fertility.

## Results

### *Dis3l2* expression in the mouse testes

It has previously been reported that DIS3L2 functions as an RNA-exosome independent ribonuclease and is primarily expressed in the cytoplasm. To investigate the role of DIS3L2 in mouse testes, *Dis3l2* transcript levels were initially assessed using recently published scRNA-seq data from adult mouse testes 4. *Dis3l2* transcripts were detected in various cell types within the adult mouse testes, including spermatogonia, spermatocytes, spermatids, Sertoli cells, and Leydig cells (Figure S1A, B). To further delineate the expression pattern of *Dis3l2* transcripts in testicular cell types, given the absence of commercially available antibodies for immunofluorescence, an *in situ* hybridization mRNA analysis of *Dis3l2* was conducted in the testes of P8, P12, and P35 wild-type mice. These analyses conclusively demonstrated that *Dis3l2* was indeed expressed in the spermatogonia, spermatocytes, and round spermatids (Figure S1C). These findings indicate the presence of *Dis3l2* in pre-meiotic germ cells and spermatocytes, thus providing the foundation for a conditional ablation of *Dis3l2* in the testes to elucidate the function of DIS3L2 in mouse spermatogenesis.

### DIS3L2 is essential for spermatogenesis and male fertility

To investigate the role of DIS3L2 in spermatogenesis, *Dis3l2* was conditionally disrupted by crossing *Dis3l2^Floxed/Floxed^ (Dis3l2^F/F^*) mice (Figure S2A) with *Stra8-Cre* mice (Figure 1A). In these mice, CRE recombinase is initially expressed at P3, affecting part of spermatogonia through all pre-leptotene stage spermatocytes 23. *Stra8-Cre*; *Dis3l2^F/-^* mice (referred to as *Dis3l2* cKO) and their littermate controls were obtained and confirmed through genomic PCR assay (Figure S2B). *In situ* hybridization mRNA analysis of* Dis3l2* in P12 control and *Dis3l2* cKO mouse testes revealed the absence of *Dis3l2* in pre-meiotic germ cells and spermatocytes (Figure 1B). Moreover, quantitative RT-PCR assay revealed a significant reduction in the *Dis3l2* mRNA expression level in P12 *Dis3l2* cKO testes compared with those of controls (Figure S1D). In search of a commercially available antibody of DIS3L2, one antibody was finally identified and was available for immunoblot. Immunoblot assay documented a significant reduction in DIS3L2 protein abundance in the P12 *Dis3l2* cKO testes compared with control testes (Figure S1E). These results indicate the successful establishment of a conditional KO mouse line with specific ablation of *Dis3l2* in pre-meiotic germ cells and meiotic spermatocytes. Subsequently, the reproductive phenotypes of *Dis3l2* cKO male mice were investigated. Over a 6-month mating period, *Dis3l2* cKO males proved to be completely sterile (Figure 1C) and exhibited significantly smaller testes with a reduced ratio of testis to body weight at 3 months (Figure 1D, E). The histological analysis documented a range of anomalies in *Dis3l2* cKO testes (Figure 1F). The great majority of the seminiferous tubules were devoid of germ cells and lined only with Sertoli cells (asterisks), some tubules featured multinucleated giant Sertoli cells (arrows), a few tubules exhibited reduced numbers of spermatogenic cells and vacuoles, and very few tubules displayed normal spermatogenesis with all stages of spermatogenic cells (star). To further validate the observed defects in spermatogenesis in *Dis3l2* cKO testes as shown by PAS staining, the dual-immunofluorescence staining of DEAD-box helicase 4 (DDX4, a germ cell-specific marker) and Wilms tumor 1 (WT1, a Sertoli cell-specific marker) was performed (Figure 1G). The co-immunostaining results revealed that only a single layer of DDX4-positive cells was present at the basement membrane of the epithelium, and WT1-positive cells were fused, forming multinucleated giant Sertoli cells (dashed circles) in some mutant tubules, consistent with observations in testicular sections after PAS staining. In *Dis3l2* cKO testes with only Sertoli cells, a single layer of germ cells was observed at the epithelium (Figure 1G), indicating disruption in spermatogenic cell differentiation. To identify these germ cells at the epithelium, DDX4 and promyelocytic leukemia zinc finger, PLZF (official name ZBTB16, a marker for undifferentiated spermatogonia) 24, were co-stained (Figure 1H). The results indicated that nearly all DDX4-positive cells were also PLZF-positive, suggesting they were undifferentiated spermatogonia. Co-immunostaining of PLZF and Cyclin D1 (a marker for mitotically active spermatogonia) demonstrated that these PLZF-positive spermatogonia displayed high mitotic activity in adult *Dis3l2* cKO testes (Figure S3A), implying normal maintenance of undifferentiated spermatogonia. As *Stra8-Cre*-mediated recombination starts from type A_1_ spermatogonia, co-expression of GDNF family receptor alpha 1 (GFRA1) and Cyclin D1 indicated that GFRA1-positive undifferentiated spermatogonia (potential spermatogonial stem cells) were mitotically active (Figure S3B), revealing normal self-renewal and proliferation of spermatogonial stem cells in adult *Dis3l2* cKO testes. Immunofluorescence staining with antibodies to DDX4 and stem cell growth factor receptor (KIT, a marker for differentiated spermatogonia) documented that KIT-positive spermatogonia were barely detected in adult *Dis3l2* cKO testes, whereas a population of KIT-positive spermatogonia was present in adult control testes (Figure S3C), suggesting compromised spermatogonial differentiation in adult *Dis3l2* cKO testes. Collectively, these results imply a significant compromise in spermatogonial differentiation and spermatogenic lineage development in adult *Dis3l2* cKO testes. Consistently, almost no spermatozoa were present in the cauda epididymis of *Dis3l2* cKO mice (Figure 1I). Taken together, these findings underscore the essential role of DIS3L2 in mouse spermatogenesis, with its ablation resulting in dramatic loss of spermatogenic cells and subsequent male infertility.

### *Dis3l2* deletion causes severe spermatogenic cell loss during the first wave of spermatogenesis

To examine the earliest stage of spermatogenic defects, this study compared and analyzed testes isolated from P3 to P35 control and *Dis3l2* cKO mice using immunohistochemistry with an anti-DDX4 antibody. Immunohistochemical assessments revealed that *Dis3l2* cKO testes displayed normal germ cell numbers at P3 but exhibited a significant reduction in germ cell numbers by P7, indicating a defect in spermatogonial development (Figure 2A, C). From P10 to P35, control testes exhibited normal meiotic progression and completed the first wave of spermatogenesis (Figure 2A). Conversely, *Dis3l2* cKO testes showed reduced numbers of spermatocytes during the first wave of spermatogenesis (Figure 2A, C). In P21 and P35 *Dis3l2* cKO testes, DDX4-positive germ cells in the center of the seminiferous tubules were noticeably absent, leaving only a single layer of DDX4-positive germ cells at the epithelium (Figure 2A). This suggests defective spermatogenic lineage development, consistent with the defect observed in adult *Dis3l2* cKO testes. To delve deeper into the defects in spermatocyte development, testes from P10, P11, P12, P13, and P17 control and *Dis3l2* cKO mice were analyzed.

Histological and immunohistochemical results indicated that *Dis3l2* cKO spermatogonia were able to enter meiosis at P10, but experienced significant spermatocyte loss from P11 to P13 (Figure 2B). Pyknotic nuclei and shrunken cytoplasm of germ cells were frequently observed during this period (Figure 2B, arrowheads), indicating severe germ cell apoptosis. By as early as P17, germ cells in the central lumen of the seminiferous tubules had vanished in *Dis3l2* cKO testes (Figure 2B), reflecting impaired meiosis. Quantitative analysis of germ cell numbers further corroborated the drastic reduction of spermatogenic cells during meiosis (Figure 2C). In summary, these findings demonstrate the critical role of DIS3L2 in the development of primary spermatocytes and highlight that the ablation of DIS3L2 leads to substantial germ cell death and significant loss of spermatogenic cells during the first wave of spermatogenesis.

### DIS3L2 ablation impairs spermatogonial differentiation

*Stra8-Cre* induces the expression of the CRE enzyme in advanced germ cells before meiosis 23 and a significant decline of germ cells was observed in P7 *Dis3l2* cKO testes. Thus, spermatogonial development was examined. First, the overall number of germ cells and undifferentiated spermatogonia were determined by whole-mount staining using antibodies to DDX4 and PLZF. The number of DDX4-positive germ cells and PLZF-positive spermatogonia were significantly reduced in P7 and P10 *Dis3l2* cKO tubules (Figure 3A, B). This finding was confirmed by immunofluorescence staining in P7 testicular cross-sections that documented a significant reduction in the number of PLZF-positive cells per tubule in *Dis3l2* cKO testes compared with control testes (Figure 3C, E). Next, spermatogonial differentiation was investigated in *Dis3l2* cKO tubules. Immunofluorescence staining with antibodies targeting DDX4 and KIT documented that the number of KIT-positive spermatogonia per tubular cross-section was remarkably decreased in P7 *Dis3l2* cKO testes compared with controls (Figure 3D, F). Additionally, TUNEL-positive signals were significantly increased in *Dis3l2* cKO testes compared with the controls at P7 (Figure S4). Statistical analyses revealed a significant increase in the percentage of PLZF-positive cells and a dramatic decrease in the percentage of KIT-positive cells in P7 *Dis3l2* cKO tubules (Figure 3G, H), suggesting that DIS3L2 is required for spermatogonial differentiation. Whole-mount co-staining with antibodies to DDX4 and KIT demonstrated a significant decline in the number of KIT-positive cells in P10 *Dis3l2* cKO tubules (Figure 3I). Collectively, these findings indicate that conditional disruption of *Dis3l2* in pre-meiotic germ cells causes a remarkable decline in the number of spermatogonia, especially the differentiated spermatogonial population.

### DIS3L2 is required for spermatocyte survival and meiosis

To delve deeper into the meiotic defects in *Dis3l2* cKO testes, the expression pattern of the meiotic marker gene, synaptonemal complex protein 3 (SYCP3), a vital component of the synaptonemal complex, was examined from P10 to P17 using immunohistochemistry analysis. In control mouse testes, germ cells progressed through leptotene, zygotene, and pachytene, and eventually reached the diplotene stage during meiotic progression from P10 to P17 (Figure 4A). Conversely, SYCP3 exhibited a significantly reduced expression pattern in *Dis3l2* cKO testes (Figure 4A). Both the ratio of SYCP3-positive seminiferous tubules and the number of SYCP3-positive germ cells per tubule were markedly decreased in* Dis3l2* cKO testes compared with control testes from P10 to P17 (Figure 4B, C). Notably, an initial increase in the ratio of SYCP3-positive tubules and numbers of SYCP3-expressing cells per tubule from P10 to P12 was observed in *Dis3l2* cKO testes, followed by a substantial reduction from P13 to P17 (Figure 4B, C). By P17, very few SYCP3-positive cells were observed in the seminiferous tubules of *Dis3l2* cKO testes (Figure 4A). These results indicate that germ cells in *Dis3l2* cKO testes initiate meiosis and progress into the zygotene stage at P12 and P13, but subsequently undergo increased spermatocyte apoptosis and loss shortly afterwards. This was further corroborated by immunohistochemistry using SYCP3 and TUNEL assay (Figure 4D, E). Numerous small vacuoles were observed in the seminiferous tubules (marked by white dashed lines), and a few SYCP3-positive cells (highlighted by yellow arrowheads) displayed characteristic pyknotic nuclei in the centre of the seminiferous tubules in *Dis3l2* cKO testes at P12 and P13 (Figure 4D). TUNEL assays revealed a significant increase in apoptotic signals in *Dis3l2* cKO testes at P12 and P13 (Figure 4E). These findings unequivocally demonstrate that *Dis3l2* deficiency leads to severe spermatocyte loss, highlighting the essential role of DIS3L2 in normal meiosis.

### DIS3L2 is required for spermatocyte meiotic progression

In male germ cells, meiosis is initiated around P10, with primary spermatocytes progressing through the stages of leptotene (P10), zygotene (P12), pachytene (P14), and reaching the diplotene stage at P17 (Figure 5A). γH2AX, a protein involved in double-strand break repair, exhibits robust expression in the nucleus from leptotene to zygotene stages and is enriched in the sex body (XY body) during the pachytene and diplotene stages. To characterize the meiotic deficiency in *Dis3l2* cKO testes, this study performed co-staining of DDX4 and γH2AX in seminiferous tubules at P13 and P15. Immunofluorescence staining revealed that control testes contained numerous sex-body positive cells and tubules at P13 and P15 (Figure 5B, C), indicating that a substantial number of spermatocytes had progressed into the pachytene stage and beyond. However, in *Dis3l2* cKO testes, sex-body positive spermatocytes were less prevalent in the tubules at P13 and nearly absent in the tubules at P15 (Figure 5B, C). The ratio of sex-body positive tubules was also significantly reduced in *Dis3l2* cKO testes compared with control testes at P13 and P15 (Figure 5D). The majority of spermatocytes in P13 and P15 *Dis3l2* cKO testes displayed strong γH2AX signals in the nuclei, indicating that leptotene/zygotene spermatocytes predominated in *Dis3l2* cKO testes and their transition to the pachytene stage and beyond was severely disrupted.

To precisely delineate the meiotic progression defects, this study prepared chromosome spreads of spermatocytes isolated from control and *Dis3l2* cKO mouse testes at P13 and stained them with SYCP3 and γH2AX antibodies.

Control testes harbored approximately 20.67%, 30.98%, and 48.35% of spermatocytes at the leptotene, zygotene, and pachytene stages, respectively (Figure 5E, F). While all three stages were observable in the chromosome spreads of *Dis3l2* cKO testes, only about 9.17% of spermatocytes were in the pachytene stage, with 36.33% and 54.50% of spermatocytes at the leptotene and zygotene stages, respectively (Figure 5E, F), suggesting impaired spermatocyte meiotic progression. In addition, chromosome synapsis was investigated and chromosome spreads of spermatocytes were prepared from P13 control and *Dis3l2* cKO testes. Co-staining of SYCP3 and synaptonemal complex protein 1 (SYCP1) documented that SYCP3 and SYCP1 signals were completely co-localized on the autosomes in control pachytene spermatocytes, while discontinued SYCP1 signals were frequently observed on the autosomes in *Dis3l2* cKO pachytene spermatocytes (Figure S5A), suggesting abnormal chromosome synapsis in *Dis3l2* cKO testes. Consistently, statistical analysis indicated that the proportion of abnormal synaptonemal pachytene spermatocytes was significantly increased in *Dis3l2* cKO testes compared with control testes (Figure S5B). Collectively, these results unequivocally demonstrate impaired transition of *Dis3l2*-deficient spermatocytes from the leptotene/zygotene stage to the pachytene stage and beyond, underscoring the essential role of DIS3L2 in normal spermatocyte meiotic progression.

### *Dis3l2* deficiency causes dysregulation of transcripts

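Testes of mice at postnatal day 12 hold spermatogonia and spermatocytes in early meiotic prophase among Sertoli, Leydig, peritubular myoid and other somatic cells, so RNA of a whole testis mixes the transcripts of all of them. Such testes were sequenced as 3 libraries labelled *Dis3l2* WT, called the control here, and 3 libraries labelled *Dis3l2* KO, called KO-labelled here because the counts leave open which gene was deleted. DIS3L2 is a cytoplasmic exoribonuclease, and DIS3 is its homolog and a ribonuclease of the RNA exosome. The *Dis3l2* gene (ENSMUSG00000053333.15, chromosome 1, 86703808 to 87050095 on GRCm38) had 25.8, 23.5 and 23.0 CPM in the control libraries and 31.6, 25.4 and 27.5 CPM in the KO-labelled libraries. This is a log2 fold change of 0.22 (standard error 0.11, adjusted p = 0.136 from edgeR's quasi-likelihood test, 95% interval -0.01 to 0.46), so a fall of more than 0.01 on the log2 scale lay outside the interval. Its sign depends on the scaling: with the libraries scaled to somatic cell markers, the log2 fold change was -0.20 (adjusted p = 0.194 from edgeR). The *Dis3* gene (ENSMUSG00000033166.11, chromosome 14, 99075206 to 99099770) had 139 ± 7.93 CPM (SD, n = 3) in the control and 63.8 ± 4.55 CPM (SD, n = 3) in the KO-labelled libraries, a log2 fold change of -1.13 (standard error 0.08, adjusted p = 2.7e-07 from the same test), and it was lower in 3 of 3 KO-labelled libraries than in any control library. *Dis3l*, another homolog, had a log2 fold change of -0.19 (adjusted p = 0.197 from edgeR). The sample labels and the title of the deposited study name *Dis3l2*, whereas the sentence there on its design names a *Dis3* cKO. The paper reports that *Dis3l2* RNA was absent from pre-meiotic germ cells and spermatocytes by in situ hybridization (Figure 1B) and that *Dis3l2* RNA and DIS3L2 protein were reduced in whole testes (Figure S1D, E). A count per gene adds all exons of *Dis3l2*, with those outside the deleted part and those read in cells without active Stra8-Cre. The authors made the libraries from total RNA with random and poly(T) priming and depletion of abundant transcripts, sequenced single-end reads, trimmed them with cutadapt, aligned them with HISAT2 and counted the reads on the sense strand of each gene's exons with featureCounts 1.6.4. The deposited values are these raw counts, with 33325483 to 41945867 counts per control library and 37533318 to 44956193 per KO-labelled library. From there, the counts were scaled by TMM, genes with low counts were removed by edgeR's filterByExpr, and the 20327 genes left of 54232 were tested with edgeR's quasi-likelihood test, where a Benjamini-Hochberg adjusted p under 0.05 counts as higher or lower.

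**Figure D1:**
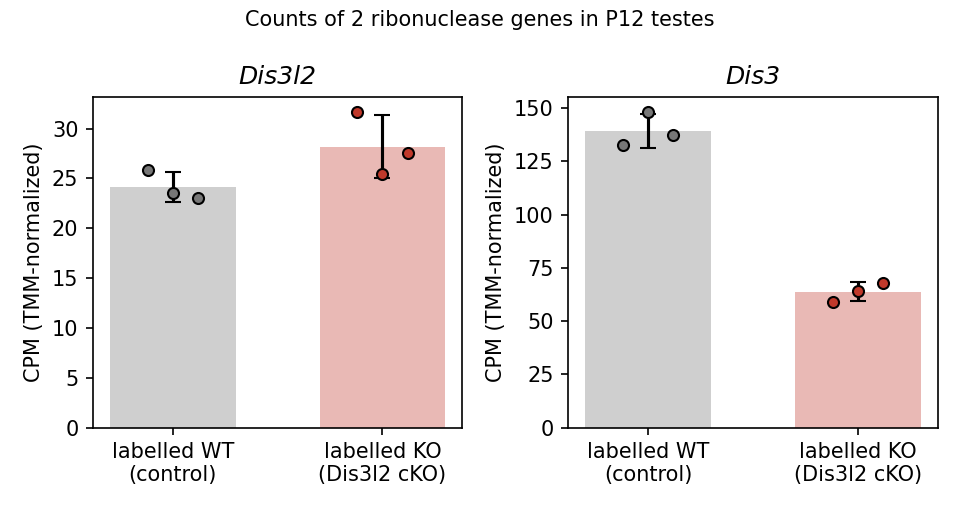
CPM (scaled by TMM) of *Dis3l2* and *Dis3* in the 3 control and the 3 KO-labelled libraries, with points for libraries, bars for means and error bars for SD. The KO-labelled libraries lie between 25.4 and 31.6 CPM for *Dis3l2* and between 59.1 and 68.1 CPM for *Dis3*, where the control libraries lie between 133 and 148 CPM.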

To investigate the molecular repercussions of *Dis3l2* depletion in spermatogenesis, bulk RNA-seq was performed in comparison with the transcriptome of control and *Dis3l2* cKO testes at P12. Sample clustering using principal component analysis (PCA) and the heatmap of differentially expressed genes (DEGs) revealed striking similarity among the three biological replicates within each condition, underlining the significance of the differences between the two conditions (Figure 6A, B), thereby affirming the reliability of the sequence data. 

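*Stra8* is induced by retinoic acid when germ cells enter meiosis, and *Amh* encodes the anti-Müllerian hormone of immature Sertoli cells, so the 2 genes follow a germ cell stage and a somatic cell type. *Stra8* had 153, 159 and 140 CPM in the control libraries and 23.1, 33.6 and 43.4 CPM in the KO-labelled libraries. *Amh* had 62.5 ± 15.3 CPM (SD, n = 3) in the control and 184 ± 18.0 CPM (SD, n = 3) in the KO-labelled libraries. For both genes the difference between the groups was larger than the spread between the replicates of either group. Across the tested genes, log2 CPM correlated with a Pearson's r of 0.975 to 0.984 between replicates of one group and of 0.957 to 0.970 between libraries of different groups; genes are not independent replicates, so these values have no p. In a principal component analysis of centred and scaled log2 CPM, PC1 held 47.9% of the variance, PC2 16.8% and PC3 13.4%. The control libraries had PC1 scores of -93.9, -92.4 and -82.1, and the KO-labelled libraries had scores of 106, 91.7 and 71.0. The groups did not overlap on PC1 (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow over 20 arrangements).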

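Of the 10 largest falls, 4 were in genes on the lists of differentiating spermatogonia or meiotic prophase, *Gm4969*, *Meiob*, *Prss50* and *Esx1*. *Gm4969*, whose product works with STRA8 to start meiosis, had 110 ± 6.27 CPM (SD, n = 3) in the control and 12.4 ± 3.06 CPM (SD, n = 3) in the KO-labelled libraries. Its log2 fold change was -3.15 (standard error 0.15, adjusted p = 4.9e-09 from edgeR's quasi-likelihood test, ENSMUSG00000085601.7, chromosome 7, 19099046 to 19118368). *Meiob*, which encodes a DNA-binding protein of meiotic recombination, fell by 2.60 on the log2 scale, and *Hist1h2ba*, a histone H2B gene of germ cells, fell by 2.66. *Ctcfl*, a germ cell paralog of the insulator gene *Ctcf*, fell by 2.82, *Prss50*, a serine protease gene of germ cells, by 3.10 and *Esx1*, an X-linked homeobox gene, by 3.01. The other genes among the 10 largest falls were *Tnfrsf13c*, a receptor gene of B cells (-3.16), *Tc2n*, a gene for a protein with C2 domains (-2.92), *Gal3st1*, which encodes a sulfotransferase for a lipid of germ cells (-2.85), and *BC051142*, a testis gene (-2.73). These 10 genes were taken from those past the test with no overlap between the groups, so their adjusted p from edgeR, between 3.1e-09 and 4.0e-05, and the order of their libraries follow in part from the choice. Over all tested genes, the lower genes fell by a median of 0.76 on the log2 scale and the higher genes rose by a median of 0.50. A change of 2-fold or more was found for 1229 lower and 277 higher genes. The libraries of the groups did not overlap for 3295 of the lower and 3151 of the higher genes, and for 9246 of all tested genes (45.5%, where chance gives 10%).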

The heatmap and volcano plot distinctly portrayed the transcriptional patterns between the two conditions and unveiled a series of DEGs (Figure 6B, C). 

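The 10 largest rises came from genes of several functions. *Hsd17b1*, which encodes an enzyme that converts estrone to estradiol, rose by 1.83 on the log2 scale (standard error 0.14, adjusted p = 4.4e-07 from edgeR's quasi-likelihood test), from 5.76 ± 0.661 to 20.4 ± 1.93 CPM (SD, n = 3 each). *Lpl*, the gene of lipoprotein lipase, rose by 1.82, with 88.4, 75.2 and 20.2 CPM in the KO-labelled libraries against 15.6, 20.1 and 16.4 CPM in the control. *Fos*, a gene of the immediate response to stimuli, rose by 1.86 (adjusted p = 9.98e-04 from edgeR). Among regulators of transcription, *Zic1* rose by 2.82, *Zfp984* by 1.98 and *Helt* by 1.85. *Dgkh*, a diacylglycerol kinase gene, rose by 2.04, *Nefm*, a neurofilament gene, by 2.01, and *Gda*, which encodes guanine deaminase, by 1.95. *Rpl29*, a ribosomal protein gene (ENSMUSG00000048758.14, chromosome 9, 106429454 to 106431568), had the largest rise, 3.47 (adjusted p = 2.9e-08 from edgeR). Pseudogenes resemble *Rpl29*, and reads that map to several places were not counted, so its count may be incomplete. Of the 20327 genes tested, 3294 were higher and 3347 lower in the KO-labelled libraries, 6641 in all (32.7%), and 13686 did not pass the test. At an unadjusted p under 0.05, 8646 genes passed. DESeq2 called 6568 genes, 3384 higher and 3184 lower, and 6112 genes were called in the same direction by DESeq2 and edgeR.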

The RNA-seq analysis pinpointed 6,023 DEGs, of which 3,277 transcripts were significantly upregulated and 2,746 genes were downregulated in *Dis3l2* cKO testes, with an adjusted *P*-value of < 0.05 as the cutoff, as determined by DESeq2 (Figure 6C). It was apparent that a large number of genes were dysregulated and the number of upregulated genes was higher than that of downregulated genes, suggesting defective RNA degradation in response to *Dis3l2* deletion. 

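The level of an RNA depends on its synthesis and on its decay, and exoribonucleases take part in the decay. A count per library shows only shares of the total, so the split between higher and lower genes depends on what the libraries are scaled to. Of the genes changed in edgeR's quasi-likelihood test with TMM, 49.6% were higher. Higher genes outnumbered lower ones under DESeq2, under edgeR with RLE factors (3434 and 3239), with upper-quartile factors (3375 and 3251) and with no filter on low counts (3569 and 3374). Lower genes outnumbered higher ones under limma-voom (3283 higher and 3416 lower), with a filter of at least 10 counts in every library (3110 and 3366) and in a separate fit of protein-coding genes only (2880 and 3205). In the fit of all genes, protein-coding genes had 3146 higher and 2790 lower, so their balance turned with the genes fitted. With 1 library left out, edgeR gave more higher genes without control replicate 2 (3171 and 2654), control replicate 3 (2944 and 2861) or KO-labelled replicate 1 (3040 and 3012), and more lower genes without control replicate 1 (2385 and 2563), KO-labelled replicate 2 (2650 and 2802) or KO-labelled replicate 3 (3331 and 3338). With the libraries scaled to the markers of 6 somatic cell types, 485 genes were higher and 8892 lower, and the median log2 fold change of all tested genes moved by -0.42. Neither TMM nor the somatic markers measure RNA per testis or per cell. From the larger number of upregulated genes, the paper proposes defective RNA degradation after the deletion of *Dis3l2*.

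**Figure D2:**
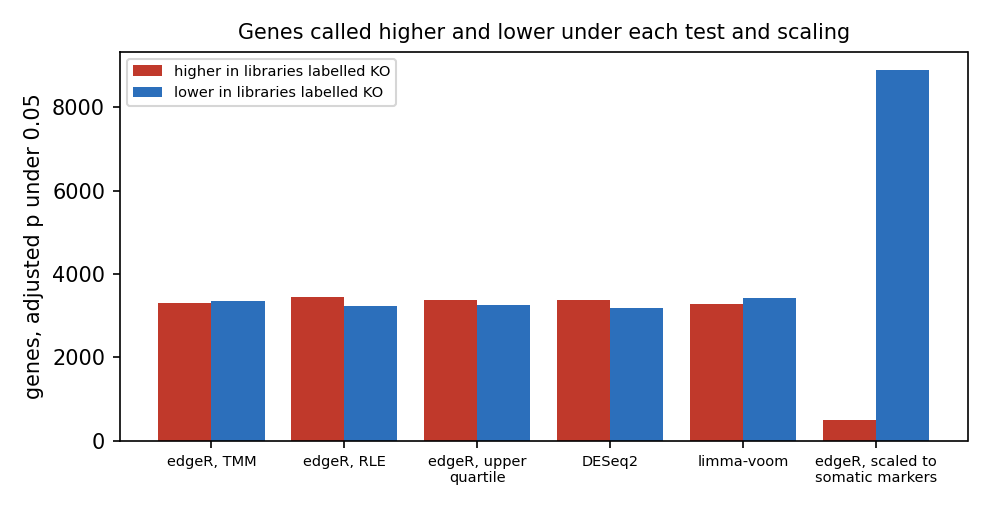
Number of genes called higher (red) and lower (blue) in the KO-labelled libraries at an adjusted p under 0.05, for each test and scaling. With TMM, RLE or upper-quartile factors, DESeq2 and limma-voom the bars of a pair are near each other, between 3184 and 3434 genes, and with scaling to somatic markers they stand at 485 and 8892.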

The DEGs were categorized into various biotypes to discern the potential targets of DIS3L2 in the testes. Notably, long intergenic noncoding RNA, processed transcript, antisense, processed pseudogene, and protein coding genes (mRNA) were the primary biotypes among the DEGs (Figure S6A). Collectively, these data indicate that conditional ablation of DIS3L2 ribonuclease causes significant dysregulation of transcripts in the testes.

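Protein-coding genes made up most of the changed transcripts, and 79.0% of the changed genes of other biotypes were lower. Of 15588 protein-coding genes tested, 3146 were higher and 2790 lower in edgeR's quasi-likelihood test. Long intergenic non-coding RNA genes had 34 higher and 90 lower of 741 tested, and antisense genes 25 higher and 83 lower of 620. Processed transcripts had 12 higher and 43 lower of 338. Processed pseudogenes had 40 higher and 72 lower of 1392, and their reads were not counted where they also map to the parent gene. Genes of the biotype TEC, which await experimental checking, had 6 higher and 177 lower of 1024, and sense intronic genes had 0 higher and 25 lower of 119. Taken as one group, the 4739 tested genes not annotated as protein-coding, among them 7 of immunoglobulins and T cell receptors and 12 without a biotype, had 148 higher and 557 lower, 10.6% of all changed genes. The lower genes of this group numbered 570 under DESeq2, 711 with no filter on low counts and 1439 with scaling to somatic markers. The group had few counts, with a median of 0.866 CPM in the control against 20.9 CPM for protein-coding genes.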

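Spermatocytes silence the X and Y chromosomes from the pachytene stage on, and several genes of both chromosomes act in spermatogonia. Of 801 X-linked genes tested, 185 were higher and 134 lower in edgeR's quasi-likelihood test, with a median log2 fold change of 0.12. As a set they did not pass (camera, unadjusted p = 0.0808, and p = 0.389 with an estimated correlation), and with the libraries scaled to somatic markers 23 X-linked genes were higher. Of 13 Y-linked genes, 7 were lower and 1 was higher, with a median of -1.06 (camera, unadjusted p = 0.0181, and p = 0.0666 with an estimated correlation). On the autosomes, 3101 genes were higher and 3204 lower of 19484, which is 32.4%, beside 39.8% on the X chromosome. The share on single autosomes ran from 29.4% on chromosome 1 to 34.9% on chromosome 10.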

Subsequently, gene set enrichment analysis (GSEA) was conducted to identify the enriched biological processes (gene ontology [GO] terms) and pathways in *Dis3l2* cKO testes. GO enrichment analysis revealed that upregulated transcripts were primarily associated with processes such as angiogenesis, epithelial tube morphogenesis, cell-substrate adhesion, tissue migration, carbohydrate metabolic process, skeletal system development, regulation of actin filament-based processes, cell growth, and mesenchyme development (Figure 6D). By contrast, downregulated transcripts were significantly enriched in GO terms related to biological processes such as meiotic cell cycle, chromosome segregation, DNA repair, DNA recombination, DNA replication, regulation of DNA metabolic process, ribonucleoprotein complex biogenesis, germ cell development, mRNA processing, and RNA splicing (Figure 6D). 

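Genes of blood vessel growth, cell adhesion and mesenchyme are known mainly from the somatic cells of the testis. Expression by cell type was not measured here, for these genes or for those of glycolysis. The lists used here were written from general knowledge of these processes, not taken from the gene sets of the paper. Of 24 genes of angiogenesis, 9 were higher and 0 lower in edgeR's quasi-likelihood test (9 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.00201 and 0.179 with an estimated correlation). *Sox18*, a transcription factor gene of endothelial cells, had a log2 fold change of 0.99 (standard error 0.13, adjusted p = 5.4e-05), and *Nrp1*, a co-receptor gene for VEGF, had one of 0.58 (standard error 0.11, adjusted p = 0.00112). Of 35 genes of extracellular matrix and adhesion, 23 were higher and 2 lower (24 higher and 3 lower when adjusted over the list alone, camera adjusted p = 4.7e-06 and 0.174 with an estimated correlation). Without control replicate 1, 15 were higher. *Mmp14*, a membrane metalloprotease gene, rose by 0.74 and *Lama1*, a laminin gene, by 0.65. The lower members were *Fbln1*, a fibulin gene (-0.28, adjusted p = 0.0274), and *Itga1*, an integrin gene (-0.38, adjusted p = 0.0305). *Fbln1* did not pass without control replicate 2 (adjusted p = 0.216), control replicate 3 (0.0517), KO-labelled replicate 2 (0.102) or KO-labelled replicate 3 (0.115), nor *Itga1* without control replicate 2 (0.289) or KO-labelled replicate 2 (0.155). Of 18 glycolysis genes, 13 were higher and 0 lower (13 higher and 0 lower when adjusted over the list alone, camera adjusted p = 8.9e-05 and 0.174 with an estimated correlation), led by the hexokinase gene *Hk2* (0.65, adjusted p = 2.0e-05) and the phosphofructokinase gene *Pfkp* (0.95, adjusted p = 6.5e-05). Of 29 genes of skeletal and mesenchyme development, 16 were higher and 3 lower (18 higher and 3 lower when adjusted over the list alone, camera adjusted p = 6.1e-04 and 0.179 with an estimated correlation). *Smad3*, a transducer gene of TGF-beta signals, rose by 0.56 and *Zeb2*, a transcription factor gene of mesenchyme, by 0.54, while *Tgfbr1*, a TGF-beta receptor gene, fell by 0.79 and *Gli3*, a Hedgehog effector gene, by 0.51. With scaling to somatic markers, the balance of each list turned: angiogenesis had 1 higher and 2 lower, matrix and adhesion 3 higher and 7 lower, glycolysis 2 higher and 3 lower and mesenchyme 1 higher and 6 lower. Under that scaling the medians of the lists lay 0.30, 0.33, 0.48 and 0.43, in this order, above the median of all genes on the log2 scale. *Hk2* did not pass there (0.24, adjusted p = 0.0857 from edgeR), nor did *Nrp1*, *Lama1*, *Smad3* or *Zeb2*.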

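Markers of the somatic cell types moved apart. Of 24 Sertoli cell markers, 20 were higher and 1 lower in edgeR's quasi-likelihood test (20 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.2e-09 and 0.174 with an estimated correlation), with *Amh* at 1.56 (standard error 0.14, adjusted p = 1.3e-06) and *Inhbb*, an inhibin subunit gene, at 0.91 (standard error 0.09, adjusted p = 3.3e-06). The lower one was *Dmrt1* (-0.37, adjusted p = 0.00623), a transcription factor gene that spermatogonia express too. Of 12 Leydig cell markers, 7 were higher and 0 lower (7 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.00451 and 0.179 with an estimated correlation), among them the prolactin receptor gene *Prlr* (0.81, adjusted p = 7.1e-05) and the steroid dehydrogenase gene *Hsd3b6* (0.83, adjusted p = 1.1e-04). Of 12 stromal markers, 6 were higher and 0 lower (7 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.00525 and 0.369 with an estimated correlation), with the growth factor gene *Igf1* at 0.57 and the receptor gene *Pdgfra* at 0.52, and 10 were higher with no filter on low counts. Of 12 macrophage markers, 8 were higher and 0 lower (10 higher and 0 lower when adjusted over the list alone, camera adjusted p = 5.6e-04 and 0.308 with an estimated correlation), with the chemokine receptor gene *Cx3cr1* at 0.93 and the receptor gene *Csf1r* at 0.47; 5 were higher without control replicate 1, 4 without control replicate 2 and 4 without KO-labelled replicate 1. Of 14 endothelial markers, 3 were higher and 0 lower (3 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.206), *Sox18* and the cadherin gene *Cdh5* (0.39, adjusted p = 0.00336) among them, and *Cdh5* turned to -0.03 with scaling to somatic markers. Of 10 markers of peritubular myoid cells, the contractile cells around the tubules, 0 were higher and 3 lower (0 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.230), and 5 changed without KO-labelled replicate 1 and 1 without KO-labelled replicate 2. *Cnn1*, a calponin gene, had a log2 fold change of -0.68 (standard error 0.10, adjusted p = 1.2e-04) and *Tagln*, a transgelin gene, one of -0.72 (standard error 0.19, adjusted p = 0.00833); *Tagln* did not pass with DESeq2 (adjusted p = 0.0963), or in edgeR without control replicate 2 (0.0896) or KO-labelled replicate 2 (0.0501). Scaled to the somatic markers themselves, Sertoli markers had 9 higher and 2 lower, Leydig 3 higher and 2 lower, stromal 0 higher and 0 lower, macrophage 1 higher and 0 lower, endothelial 1 higher and 5 lower and myoid 0 higher and 8 lower. Among the genes not past edgeR's test there were *Csf1r* (0.05, adjusted p = 0.759), *Igf1* (0.14, adjusted p = 0.320) and *Pdgfra* (0.09, adjusted p = 0.509).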

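Genes of meiotic prophase build the synaptonemal complex and repair programmed DNA breaks in spermatocytes, and they fell together. Of 40 such genes tested, 40 were lower and 0 higher in edgeR's quasi-likelihood test, with a median log2 fold change of -1.89 (0 higher and 40 lower when adjusted over the list alone, camera adjusted p = 2.4e-25 and 0.179 with an estimated correlation), and with scaling to somatic markers there were 0 higher and 40 lower. *Sycp2*, a gene of the synaptonemal complex, had a log2 fold change of -2.28 (standard error 0.10, adjusted p = 4.9e-09), with 263 ± 15.3 CPM (SD, n = 3) in the control and 54.2 ± 8.02 CPM (SD, n = 3) in the KO-labelled libraries. Of the 41 genes of the list, 9 are also among the genes that the study picked. Of 30 DNA repair genes, 23 were lower and 0 higher (0 higher and 24 lower when adjusted over the list alone, camera adjusted p = 1.9e-10 and 0.179 with an estimated correlation), with the checkpoint kinase gene *Atr* at -1.19 (standard error 0.08, adjusted p = 1.9e-07). Of 33 replication genes, 30 were lower and 0 higher (1 higher and 31 lower when adjusted over the list alone, camera adjusted p = 1.7e-12 and 0.174 with an estimated correlation), among them the helicase gene *Mcm5* (-1.01, adjusted p = 5.6e-07) and the kinase gene *Cdc7* (-1.28, adjusted p = 7.7e-07). Of 22 genes of the piRNA pathway, which silences transposons in germ cells, 16 were lower and 0 higher (0 higher and 16 lower when adjusted over the list alone, camera adjusted p = 1.4e-06 and 0.301 with an estimated correlation), with *Tex15* at -2.12 and the helicase gene *Ddx4* at -1.30. Of 36 splicing genes, 11 were lower and 1 higher (1 higher and 11 lower when adjusted over the list alone, camera adjusted p = 0.0200 and 0.308 with an estimated correlation), led by the spliceosome genes *Prpf3* (-0.67, adjusted p = 6.1e-05) and *Cdc5l* (-0.47, adjusted p = 6.6e-04); 7 changed without control replicate 1, 7 without control replicate 2 and 6 without KO-labelled replicate 2. The higher one was *Hnrnpa1* (0.22, adjusted p = 0.0450), which turned to -0.19 with scaling to somatic markers and did not pass with at least 10 counts in every library (adjusted p = 0.0581), or without control replicate 1 (0.0860), control replicate 3 (0.162), KO-labelled replicate 2 (0.0850) or KO-labelled replicate 3 (0.108). Of 31 genes of ribosome biogenesis, 10 were lower and 3 higher (3 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.144), with 4 lower without control replicate 1, 6 without control replicate 2 and 6 without KO-labelled replicate 1. *Nat10*, an RNA acetyltransferase gene, fell by 0.52 and *Utp4*, a gene of the small subunit processome, by 0.49, while *Rrs1*, a ribosome assembly gene, rose by 0.63 and *Polr1a*, an RNA polymerase I gene, by 0.35 (-0.07 with scaling to somatic markers). *Rrs1* did not pass under that scaling (0.21, adjusted p = 0.129 from edgeR). That scaling gave 0 higher and 34 lower of the 36 splicing genes. Of the 31 genes of ribosome biogenesis, it gave 0 higher and 28 lower.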

Consistently, pathway enrichment analysis revealed that processes such as lipid metabolism, Rho GTPase cycle, extracellular matrix organization, hemostasis, development biology, carbohydrate metabolism, cellular response to stimuli, and fatty acid metabolism were notably elevated. By contrast, processes such as cell cycle, DNA double-strand break repair, chromosome maintenance, DNA replication, RNA metabolism, mRNA processing, regulation of TP53 activity, and mRNA splicing were markedly reduced in *Dis3l2* cKO testes (Figure S6B).

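Sertoli and Leydig cells make cholesterol and oxidize fatty acids, and the genes of stress and of autophagy answer to the state of a cell. Of 22 genes of cholesterol and fatty acid synthesis, 12 were higher and 1 lower in edgeR's quasi-likelihood test (15 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00204 and 0.301 with an estimated correlation). *Scd2*, a fatty acid desaturase gene, had a log2 fold change of 0.74 (standard error 0.08, adjusted p = 8.7e-06) and *Hmgcs1*, a gene of early cholesterol synthesis, one of 0.83 (standard error 0.10, adjusted p = 2.9e-05); the lower one was the sterol reductase gene *Dhcr7* (-0.35, adjusted p = 0.00411). Of 18 genes of fatty acid oxidation, 9 were higher and 1 lower (11 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00129 and 0.255 with an estimated correlation), with *Cpt1a*, which encodes the carnitine transferase of mitochondria, at 0.59 and the thiolase gene *Acaa2* at 0.55. The lower one, the electron transfer gene *Etfa* (-0.36, adjusted p = 0.0150), did not pass without control replicate 1 (adjusted p = 0.107), control replicate 2 (0.0722) or KO-labelled replicate 3 (0.0615). Of 15 genes of the stress response, 7 were higher and 1 lower (7 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0216 and 0.179 with an estimated correlation), and 5 changed without control replicate 1 or KO-labelled replicate 1. The asparagine synthetase gene *Asns* rose by 0.62 and the heme oxygenase gene *Hmox1* by 0.71, and *Gclm*, a gene of glutathione synthesis, fell by 0.73. Of 22 autophagy genes, 5 were higher and 0 lower (5 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.310), with 1 changed without control replicate 1 and 3 without KO-labelled replicate 2. The autophagy receptor gene *Sqstm1* rose by 0.50 and *Map1lc3b*, an autophagosome gene, by 0.29; *Map1lc3b* did not pass without control replicate 1 (adjusted p = 0.0687) or KO-labelled replicate 2 (0.0500) and turned to -0.13 with scaling to somatic markers. That scaling gave 2 higher and 6 lower in sterol and fatty acid synthesis, 0 higher and 5 lower in fatty acid oxidation, 2 higher and 3 lower in stress and 0 higher and 14 lower in autophagy.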

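Spermatogonia divide by mitosis before they enter meiosis, and the genes of the mitotic cell cycle fell. Of 29 mitotic genes, 28 were lower and 0 higher in edgeR's quasi-likelihood test, with a median log2 fold change of -0.96 (0 higher and 28 lower when adjusted over the list alone, camera adjusted p = 1.7e-14 and 0.179 with an estimated correlation). *Ccne2*, a cyclin gene, had a log2 fold change of -1.88 (standard error 0.09, adjusted p = 7.2e-09) and *Bub1*, a kinase gene of the spindle checkpoint, one of -1.81 (standard error 0.11, adjusted p = 3.6e-08). Of 62 replication-dependent histone genes, 36 were lower and 2 higher (7 higher and 37 lower when adjusted over the list alone, camera adjusted p = 6.7e-06 and 0.308 with an estimated correlation). Copies of these genes are near-identical, and reads that map to several of them were not counted. The RNA of these genes mostly lacks a poly(A) tail. The linker histone gene *Hist1h1a* fell by 1.93, and the higher ones were *Hist1h2bc* (0.67, adjusted p = 6.5e-04) and *Hist2h4* (0.54, adjusted p = 0.0108), the latter not past the test without control replicate 1 (adjusted p = 0.0525) or control replicate 2 (0.0506). Without KO-labelled replicate 3, 5 histone genes were higher. With scaling to somatic markers the mitotic genes had 0 higher and 29 lower and the histone genes 0 higher and 45 lower.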

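The study lists 6 genes of spermatogonial development, 13 of meiosis and 3 of spermatogenesis; it chose them from these libraries or measured them in its own mice, so a count over them is not independent evidence. Of the 6 spermatogonial genes, 3 were lower in edgeR's quasi-likelihood test (4 when adjusted over the list alone, camera adjusted p = 0.0423 and 0.441 with an estimated correlation). *Dazl*, which encodes an RNA-binding protein of germ cells (ENSMUSG00000010592.8, chromosome 17, 50279394 to 50293599), had 767 ± 74.5 CPM (SD, n = 3) in the control and 243 ± 41.9 CPM (SD, n = 3) in the KO-labelled libraries, a log2 fold change of -1.66 (standard error 0.12, adjusted p = 1.8e-07). *Sohlh2*, a transcription factor gene of spermatogonia, had a log2 fold change of -0.84 (standard error 0.13, adjusted p = 2.4e-04), and its partner *Sohlh1* had one of -0.45 (adjusted p = 0.0546), which passed with at least 10 counts in every library (adjusted p = 0.0465), with scaling to somatic markers, and without KO-labelled replicate 3 (0.0400). *Pramef12*, a gene that keeps spermatogonial stem cells, had one of -0.47, adjusted p = 0.0414, and it did not pass without control replicate 1 (adjusted p = 0.0560), control replicate 2 (0.153), control replicate 3 (0.0990), KO-labelled replicate 1 (0.137) or KO-labelled replicate 2 (0.0534). *Zbtb16*, the gene of PLZF, had one of 0.14 (standard error 0.12, adjusted p = 0.436), and its sign turned with scaling to somatic markers (-0.27) and without KO-labelled replicate 3 (-0.03). The X-linked homeobox gene *Rhox10* had one of -0.15 (standard error 0.20, adjusted p = 0.605). Of the 13 meiotic genes, 13 were lower (13 when adjusted over the list alone, camera adjusted p = 2.5e-11 and 0.179 with an estimated correlation), from -2.37 for *Cpeb1*, a regulator gene of translation, to -1.07 for *Mael*, a gene of the piRNA pathway. Between these lay, among others, *Dmc1*, *Stra8* (-2.17), *Sycp3* (-2.13), *Hormad1* (-1.92), *Syce1* (-1.87), *Sycp1* (-1.72), *Syce2* (-1.68), *Spo11* (-1.66) and *Rec8* (-1.62), all in homologous recombination or chromosome pairing except *Stra8*. Of the 3 genes of spermatogenesis, which act in the piRNA pathway, *Tdrd9* (-0.53, adjusted p = 6.6e-04) and *Piwil2* (-0.52, adjusted p = 0.00169) were lower (2 when adjusted over the list alone, camera adjusted p = 0.121), and *Piwil1* (-0.11, adjusted p = 0.649), a gene of pachytene spermatocytes and spermatids, did not pass. With scaling to somatic markers, *Piwil1* (adjusted p = 0.0150) and *Rhox10* (adjusted p = 0.0377) passed as well.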

The RNA-seq data highlighted a marked decrease in genes related to spermatogonial development, meiosis, and spermatogenesis in *Dis3l2* cKO testes (Figure 6E). This study further validated the expression patterns of these transcripts through real-time RT-PCR, confirming a significant downregulated expression of genes associated with spermatogonial development (e.g., *Plzf*, *Pramef12*, *Sohlh1*, *Sohlh2*, *Rhox10*, and *Dazl*), meiotic processes (e.g., *Mael*, *Cpeb1*, *Stra8*, *Rec8*, *Spo11*, *Sycp1*, *Sycp2*, *Sycp3*, *Syce1*, *Syce2*, *Hormad1*, *Dmc1*, and *Rad51*), and spermatogenesis (e.g., *Piwil1*, *Piwil2*, and *Tdrd9*; Figure 6F). This underscores that genes crucial for spermatogonial development, meiosis, and spermatogenesis are significantly downregulated in the absence of DIS3L2. Collectively, the RNA-seq data suggest that the loss of DIS3L2 leads to a severe impairment in RNA degradation, disrupting the delicate balance between RNA transcription and degradation. This disruption, in turn, leads to perturbations in RNA metabolism and the transcriptome during spermatogonial development and meiosis, ultimately culminating in impaired spermatogonial differentiation and spermatocyte meiotic progression.

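Undifferentiated spermatogonia renew themselves or differentiate, and their descendants enter meiosis and become spermatids, each stage with transcripts of its own. Of 23 markers of undifferentiated spermatogonia, 11 were higher and 1 lower in edgeR's quasi-likelihood test, with a median log2 fold change of 0.51 (11 higher and 1 lower when adjusted over the list alone, camera adjusted p = 2.2e-04 and 0.247 with an estimated correlation). *Cdh1*, the gene of E-cadherin, had a log2 fold change of 1.38 (standard error 0.13, adjusted p = 2.4e-06), and *Etv5*, a transcription factor gene of stem cell self-renewal, had one of 0.72 (standard error 0.10, adjusted p = 5.8e-05). The lower one was the transcription factor gene *Sox3* (-0.59, adjusted p = 0.0238), which did not pass without control replicate 3 (adjusted p = 0.107), KO-labelled replicate 1 (0.0819) or KO-labelled replicate 2 (0.0607). Another 11 did not pass, from -0.08 for *Nanos2* to 0.71 for *Pax7*, with *Sall4* at 0.015 and *Id4* at 0.04. Which cells gave these reads was not measured, so the list does not count undifferentiated spermatogonia. The paper reports fewer PLZF-positive cells in cKO tubules at younger ages. Of 14 markers of differentiating spermatogonia and the entry into meiosis, 11 were lower and 1 higher (1 higher and 12 lower when adjusted over the list alone, camera adjusted p = 2.3e-07 and 0.251 with an estimated correlation). *Tex101*, a gene for a surface protein of germ cells, fell by 2.39 and *Ly6k*, its partner, by 2.32, while the cyclin gene *Ccnd2* rose by 0.72. Of 16 genes of pachytene and later spermatocytes, 9 were lower and 0 higher (0 higher and 9 lower when adjusted over the list alone, camera adjusted p = 3.6e-04 and 0.179 with an estimated correlation), with *Ybx2*, which encodes an RNA-binding protein that stores mRNA, at -1.97 and the chaperone gene *Clgn* at -1.44. Of 7 tested spermatid genes of 16, 2 were lower and 0 higher (0 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.161), *Crem*, a regulator of transcription (-0.67, adjusted p = 0.00364), and *Tekt2*, a tektin gene of the flagellum (-0.82, adjusted p = 0.0107); without control replicate 1 only *Crem* of these passed, and *Tekt2* had an adjusted p of 0.0560. With scaling to somatic markers, the undifferentiated markers had 4 higher and 3 lower, the differentiating 1 higher and 13 lower, the pachytene 0 higher and 12 lower and the spermatid genes 0 higher and 5 lower. On the paper's schedule, spermatocytes reach the pachytene stage only after postnatal day 12. A fall of the pachytene and spermatid genes therefore does not show a loss of those stages, and the cells behind it were not identified.

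**Figure D3:**
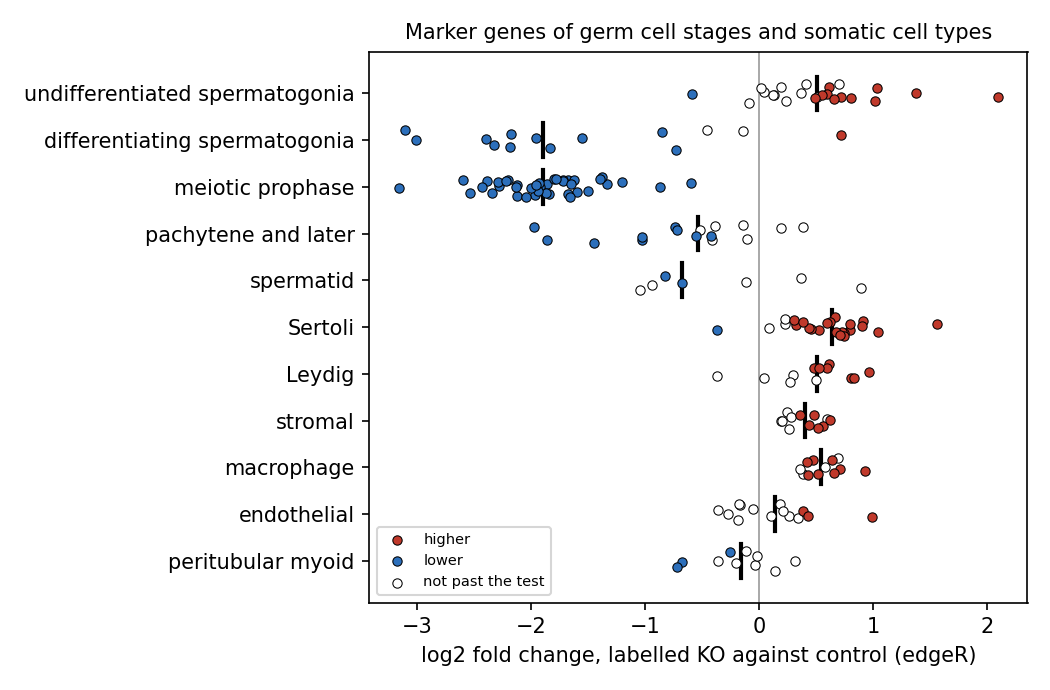
Log2 fold change (KO-labelled against control libraries, TMM, edgeR) of the tested members of 5 germ cell and 6 somatic lists, one point per gene, red for higher, blue for lower and white for genes not past the test, with a bar at the median of each list. The medians run from -1.89 for differentiating spermatogonia and meiotic prophase to 0.64 for Sertoli cells; with scaling to somatic markers all points shift down, and the median of the stromal list turns to -0.03 and that of the endothelial list to -0.27.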

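RNA decay genes cover the exosome, the deadenylases, decapping and the uridyl transferases that mark RNA for DIS3L2. Over all genes tested, 32.7% changed, and so did some of the RNA decay genes. Of 44 such genes, 10 were lower and 4 higher in edgeR's quasi-likelihood test (5 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.160), with 1 higher without control replicate 1, 7 without control replicate 2, 2 without control replicate 3 and 2 without KO-labelled replicate 2. After *Dis3*, the lower gene with the smallest adjusted p was *Lsm2* (-0.76, adjusted p = 6.2e-06), a gene of the ring that binds the ends of decaying mRNA. The higher ones include *Pan3*, a deadenylase gene (0.35, adjusted p = 0.00175), and *Tut7*, a uridyl transferase gene (0.27, adjusted p = 0.0173), and both turned with scaling to somatic markers, to -0.07 and -0.15. *Tut4*, the other uridyl transferase gene of the list, went the other way (-0.62, adjusted p = 2.5e-05). *Tut7* did not pass without control replicate 1 (adjusted p = 0.0716) or control replicate 3 (0.0779). That scaling gave 0 higher and 35 lower over the list. Of 13 other subunits and cofactors of the exosome, 4 were lower past the test, *Exosc8* (-0.83), *Exosc9* (-0.43), *Exosc7* (-0.37) and *Mtrex* (-0.33), the last of which encodes its helicase, and 1 was higher, *Ttc37* (0.27), a gene of the cytoplasmic cofactor complex. Of 21 small RNAs reported as substrates of DIS3L2, 5 had enough counts to be tested, and edgeR called 0 of them higher and 0 lower at an adjusted p under 0.05, with 0 at an unadjusted p under 0.05. DESeq2 called 0 of the 14 that it tested, and with scaling to somatic markers 1 of 5 was lower. The 5 were *Rn7sk* (0.23), *Rn7s2* (-0.25), *Mirlet7f-1* (-1.04), *Vaultrc5* (0.85) and *Rny3* (0.78), with adjusted p from 0.187 to 0.452 and 0.931 for the set by camera. The last 3 had a mean under 1 CPM in both groups, so the test had little power for them at this depth, and uridine tails were not measured. Reads that map to several places were not counted, so small RNAs with similar copies elsewhere in the genome may be counted incompletely.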

### scRNA-seq defines the transcriptome of *Dis3l2* cKO spermatogonia

To determine the spermatogonial composition and transcriptome changes in *Dis3l2* cKO testes, single cells were isolated from P15 control and *Dis3l2* cKO testes, and scRNA-seq analysis was performed using the 10× Genomics platform. After quality control, a total number of 10,419 control and 8,731 *Dis3l2* cKO testicular cells were retained for subsequent analysis. Uniform Manifold Approximation and Projection (UMAP) and marker gene analyses were performed for cell type identification of the combined testicular cells. Eight cell types were identified based on the expression patterns of known marker genes in the mouse testis, including spermatogonia (SPG), spermatocytes (Scytes), and six somatic cell populations: endothelial cells, macrophages, myoid cells, Leydig cells, stromal cells, and Sertoli cells (Figure S7A, B). Statistical analysis revealed significant reductions in the cell number and percentage of both spermatogonia and spermatocytes in P15 *Dis3l2* cKO testes compared with control testes (Figure S7C, D), revealing abnormalities in spermatogonial development and spermatocyte meiosis in *Dis3l2* cKO testes.

To define how DIS3L2 ribonuclease affects cellular heterogeneity and transcriptome-wide signatures of spermatogonia, spermatogonia from P15 testes were re-clustered. After filtering out cells of poor quality, 3,743 spermatogonia were analyzed, and based on UMAP and marker gene analyses, four distinct spermatogonial subtypes (SPG1, SPG2, SPG3 and SPG4) were identified (Figure 7A, B). Based on the expression pattern of spermatogonial marker genes, SPG1 cells were assigned as SSCs, SPG2 as progenitor/undifferentiated spermatogonia, SPG3 as early differentiated spermatogonia, and SPG4 as late differentiated spermatogonia (Figure 7B). Monocle pseudotime analysis provided the developmental trajectory of spermatogonial cells from SPG1 to SPG4 (Figure 7C). The results revealed that 7.27%, 21.16%, 26.83%, and 44.75% cells were sorted into SPG1, SPG2, SPG3, and SPG4 subtypes, respectively, in control testes and 15.54%, 39.82%, 20.25%, and 24.40% cells were present in SPG1, SPG2, SPG3, and SPG4 subtypes, respectively, in *Dis3l2* cKO testes (Figure 7D, E). A remarkable increase in the percentage of the SPG1 and SPG2 subtypes and a decrease in the percentage of the SPG3 and SPG4 subtypes in *Dis3l2* cKO testes was observed. This indicates impairment of spermatogonial differentiation in the absence of DIS3L2 ribonuclease.

To uncover the underlying molecular causes of the perturbation in spermatogonial differentiation, differential gene expression analyses were conducted in SPG2, SPG3, and SPG4 cells. Using a cutoff of *P* < 0.05 and log_2_ fold-change > 0.2, a total of 519 DEGs, including 337 upregulated and 182 downregulated genes, were identified in *Dis3l2* cKO SPG2 cells, 806 DEGs (481 upregulated and 325 downregulated genes) in SPG3 cells, and 1,026 DEGs (406 upregulated and 620 downregulated) in SPG4 cells (Figure 7F and Figure S8A). A majority of genes were dysregulated in response to DIS3L2 ablation in SPG2, SPG3, and SPG4 cells, suggesting defective RNA degradation. GO analysis of DEGs in SPG2 cells revealed that upregulated genes were predominantly enriched in processes related to stem cell population maintenance, the respiratory electron transport chain, and cell division, while downregulated transcripts were primarily involved in DNA replication, cell cycle phase transitions, mRNA processing, and translation (Figure S8B). A large number of DEGs were overlapped between the SPG3 and SPG4 subtypes (Figure 7G), and the top 20 upregulated and downregulated transcripts of SPG3 and SPG4 subtypes were shown in Supplementary Figure S8C-E. In assessing the enriched GO terms in SPG3 cells, transcripts with increased abundance were primarily involved in oxidative phosphorylation, cell division, and mRNA metabolic processes (Figure S8C), and downregulated transcripts were significantly enriched in cell cycle, DNA replication, and metabolism of RNA (Figure 7H). Similar to SPG3, GO terms associated with energy-coupled proton transmembrane transport, cell cycle, mRNA metabolic processes, and translation were significantly enriched (Figure S8D), while terms related to the cell cycle and RNA metabolism were markedly decreased in the SPG4 subtype of *Dis3l2* cKO cells (Figure 7H). Collectively, these results imply that the downregulation of cell cycle and DNA replication genes may be directly related to the observed spermatogonial differentiation defect in *Dis3l2* cKO testes. Therefore, several genes related to spermatogonial differentiation and cell cycle in P8 control and *Dis3l2* cKO testes were examined. RT-qPCR analysis revealed that several spermatogonial differentiation genes (e.g., *Stra8*, *Sohlh1*, *Sohlh2*) and cell cycle genes (e.g., *Cenpa*, *Cdk2ap2*) were significantly decreased in *Dis3l2* cKO testes (Figure S9). Altogether, these findings suggest that alterations in spermatogonial differentiation genes and cell cycle genes upon loss of DIS3L2 ribonuclease may cause defective spermatogonial differentiation.

### Transcriptome signatures of *Dis3l2* cKO spermatocytes

Differential gene expression analysis was performed on spermatocytes from scRNA-seq data and the enriched GO terms and pathways were determined in *Dis3l2* cKO spermatocytes. In total, 1,722 upregulated and 1,196 downregulated transcripts were identified in *Dis3l2* cKO spermatocytes using a cutoff of *P* < 0.05 and log_2_ fold-change of > 0.2. When restricted to a more stringent *P* < 0.05 and log_2_ fold-change of > 0.5, 690 genes were upregulated and 521 genes were downregulated (Figure 8A). The number of upregulated genes was higher than that of downregulated genes, suggesting insufficient RNA degradation upon DIS3L2 deletion. The top 20 of increased and decreased transcripts are shown in Figure 8B and D. GO analysis documented that increased transcripts were largely involved in the metabolism of RNA and regulation of translation, whereas downregulated genes were mainly enriched in meiosis I and mRNA processing in *Dis3l2* cKO spermatocytes (Figure 8C, E). The downregulation of meiotic genes (e.g., *Mael*, *Cpeb1*, *Stra8*, *Rec8*, *Spo11*, *Sycp1*, *Sycp2*, *Sycp3*, *Syce1*, *Syce2*, *Hormad1*, *Dmc1*, and *Rad51*) had been verified by RT-qPCR analysis in P12 *Dis3l2* cKO testes (Figure 6F). Immunoblot assay also confirmed the significant reduction of three meiosis-related proteins, namely RPA2, RAD51, and DMC1, in P12 *Dis3l2* cKO testes (Figure S10). Overall, these results indicate that *Dis3l2* deficiency in spermatocytes causes aberrant RNA metabolism, disrupted translation, and dysregulated meiotic genes, leading to impaired progression of spermatocyte meiosis.

### Comparison of RNA-seq data with scRNA-seq data

To further investigate the transcriptome changes resulting from *Dis3l2* depletion in male germ cells, bulk RNA-seq data and scRNA-seq data were compared and analyzed. As *Stra8-Cre*-mediated recombination starts from type A_1_ spermatogonia, we first compared the bulk RNA-seq data from testes with the scRNA-seq data from SPG3 cells. Among upregulated genes, 167 of 3,227 genes were shared among RNA-seq data (5.10%) and 481 genes among scRNA-seq data (34.72%) (Figure S11A). Among downregulated transcripts, 120 genes of a total of 2,746 genes were shared among RNA-seq data (4.37%) and 325 genes among scRNA-seq data (36.92%) (Figure S11A). GO analysis documented that the overlapped genes were significantly enriched for cell division, cell cycle, DNA replication, mRNA processing, and translation (Figure S11A). The abnormalities of these biological processes may directly relate to the observed defect in spermatogonial differentiation. Next, the bulk RNA-seq data from testes were compared with the scRNA-seq data from spermatocytes. The 531 increased transcripts that were shared represented 16.20% (3,277) and 30.84% (1,722), respectively, of the upregulated genes in the RNA-seq data and the scRNA-seq data (Figure S11B). Likewise, the 617 transcripts that were decreased in both datasets reflected 22.47% (2,746) and 51.59% (1,196) of downregulated genes in the RNA-seq data and the scRNA-seq data, respectively (Figure S11B). GO analysis revealed that the common DEGs were primarily enriched in meiosis I and male gamete generation (Figure S11B). The disruption of genes involved in meiosis and male gamete generation may be responsible for impaired meiotic progression of spermatocytes. Taken together, the disrupted genes involved in cell cycle, mRNA processing, translation, meiosis, and male gamete generation are possible indirect DIS3L2-targeted substrates and may account for the observed defects in spermatogonial differentiation and spermatocyte meiotic progression.

### Model of DIS3L2 in driving spermatogonial differentiation and meiotic progression

The findings indicate that DIS3L2-mediated cytoplasmic RNA decay is essential for normal spermatogonial differentiation and spermatocyte meiotic progression (Figure 9A). Conditional disruption of *Dis3l2* in pre-meiotic germ cells causes defective RNA metabolism, downregulation of cell cycle genes, and aberrant expression of spermatogonial differentiation genes that impede spermatogonial differentiation (Figure 9B). In spermatocytes, *Dis3l2* deficiency results in abnormal RNA metabolism, aberrant translation, and disrupted meiotic genes that perturb spermatocyte meiotic progression and induce cell apoptosis (Figure 9B), leading to subsequent failure of spermatogenesis and male sterility.

## Discussion

Many investigations have been dedicated to elucidating the transcriptional networks essential for mouse spermatogenesis 4, 6, 25-27. Numerous RNases and co-factors have been identified as regulators of the correct transcriptome in mice, crucial for ensuring normal spermatogenesis 8-11. For instance, EXOSC10, the yeast homolog of RRP6, is a catalytic ribonuclease associated with the RNA exosome complex. It has been demonstrated to play a pivotal role in both male and female reproduction. In male mice, EXOSC10 is indispensable for germ cell development, and the conditional deletion of *Exosc10* in pre-meiotic germ cells results in spermatogenesis defects and subfertility 8. Disruption of RNA degradation in *Exosc10* conditional null oocytes leads to abnormalities in meiotic resumption and pre-implantation embryo development 28. Recently, DIS3L2 ribonuclease has been shown to degrade terminal-uridylated RNA, ensuring oocyte maturation and female fertility 22. However, whether DIS3L2 exerts a similar role in male spermatogenesis and fertility remains unclear.

The Perlman syndrome is often associated with a high neonatal mortality rate, and there are few reports of long-term survivors. Most of the infants with *DIS3L2* mutations develop respiratory distress and/or renal anomalies, and die within the few days of life 29. Only ten patients with *DIS3L2* mutations have been identified by the end of 2017, and most of them die before adulthood 29. Therefore, no relevant clinical findings regarding reproductive abnormalities with *DIS3L2* mutations have been reported to date. *Dis3l2^Δ11/Δ11^* mice (exon 11-deleted) display perinatal lethality, with no homozygous animals surviving the first postnatal day 30. Whether DIS3L2 is involved in germ cell development in males remains unknown. The present study generated a conditional *Dis3l2* KO mouse model using *Stra8-Cre* to investigate the function of DIS3L2 in spermatogenesis and male fertility. Our findings demonstrate that DIS3L2 ribonuclease is essential for normal spermatogenesis and male fertility. The conditional disruption of *Dis3l2* in pre-meiotic germ cells disrupts spermatogonial differentiation and impairs spermatocyte meiotic progression. Bulk RNA-seq data provide compelling evidence that perturbations in RNA degradation lead to disruptions in RNA abundance, thereby dysregulating gene expression associated with cell cycle in differentiated spermatogonia and meiosis in spermatocytes. scRNA-seq analysis further revealed that the absence of DIS3L2 in differentiated spermatogonia causes abnormal RNA metabolism and dysregulated cell cycle genes, and the loss of DIS3L2 in spermatocytes leads to aberrant RNA metabolism and disrupted meiotic genes. *Dis3l2* deficiency not only causes significant accumulation of transcripts but also results in the downregulation of numerous genes. Elevated RNA substrates or pathways in *Dis3l2* cKO may serve as repressors of gene expression. Therefore, the downregulated transcripts may be an indirect effect of the loss of DIS3L2 ribonuclease. Collectively, these disturbances ultimately result in defects in spermatogonial differentiation, meiotic progression, and subsequent spermatogenic lineage development.

Uridylation, the addition of uridine residues to the 3′ end of shortened poly(A) tails, has been associated with RNA degradation. DIS3L2 is known to selectively degrade uridylated RNAs, including uridylated pre-let-7 miRNAs and mRNAs 18, 31-33. TUT4 and TUT7 (collectively referred to as TUT4/7) are the primary cellular terminal uridylyltransferases responsible for mediating miRNA and mRNA 3′ uridylation 34-36. Previous reports have highlighted the crucial role of 3′ uridylation in shaping both male and female germline transcriptomes 37. TUT4/7-mediated 3′ uridylation is indispensable for timely maternal mRNA clearance and the maternal-to-zygotic transition 38. A recent study further underscores the significance of TUT4/7-mediated uridylation in clearing numerous transcripts expressed during the zygotene stage in pachytene spermatocytes. Deletion of both TUT4 and TUT7 in pre-meiotic germ cells by using *Stra8-Cre* mice leads to spermatogenic arrest in the late pachytene stage, accompanied by cell apoptosis, ultimately resulting in spermatogenic failure and male infertility 9. Gene expression analysis documents that a total number of 857 DEGs (732 upregulated and 125 downregulated genes) are identified in *Tut4/7* cKO pachytene spermatocytes, suggesting defective RNA decay when removing an RNA degradation signal by 3′ uridylation. TAIL-seq analysis further indicates that deficiency of TUT4/7 reduces terminal uridylation of genes not upregulated in the *Tut4/7* cKO pachytene spermatocytes by 5.8-fold, whereas the uridylation of upregulated transcripts is completely dependent on TUT4/7 9. This highlights the critical role of 3′ uridylation-primed mRNA degradation in facilitating male meiotic progression.

DIS3L2 exoribonuclease is responsible for targeting uridylated RNAs. The present study demonstrated that conditional ablation of *Dis3l2* in pre-meiotic germ cells similarly leads to defective meiotic progression, accompanied by cell apoptosis. The transition from leptotene/zygotene to the pachytene stage is significantly impeded by the loss of DIS3L2. Comparative bulk RNA-seq and scRNA-seq data provide evidence that the absence of DIS3L2 ribonuclease severely disrupts the transcriptome and the transcriptional expression pattern of genes related to meiosis. Differential gene expression analysis from scRNA-seq data identified 1,722 upregulated and 1,196 downregulated transcripts in *Dis3l2* cKO spermatocytes, suggesting defective RNA decay upon DIS3L2 deletion. These findings, in conjunction with prior research, affirm that TUT-DIS3L2-mediated RNA degradation is vital for meiotic progression during male germ cell meiosis. However, it is noteworthy that the deletion of DIS3L2 in spermatocytes results in an earlier defect in the transition from leptotene/zygotene to the pachytene stage, in contrast to *Tut4/7*-deficient spermatocytes that undergo arrest specifically at the pachytene stage. This implies that DIS3L2 may have functions independent of TUT4/7 in licensing meiotic progression.

The fate of uridylated transcripts is modulated by tail editing for either degradation by DIS3L2 or readenylation. A previous study reports that terminal oligo uridylation is often fewer than five residues in mouse oocytes through TAIL-seq analysis 37. Additionally, transcripts that have uridine at the 3′ termini are difficult to be isolated by the Poly(A) inclusive RNA isoform sequencing (PAIso-seq) method because the capture of RNA by PAIso-seq depends on the sequence of poly(A) tails. By employing various analyses such as Ribo-Minus RNA-seq, poly(A) RNA-seq, and PAIso-seq, a recent study indirectly investigates the fates of uridylated transcripts in *Dis3l2* cKO (*Zp3-Cre*; *Dis3l2^F/F^*) oocytes 22. Upon the depletion of DIS3L2 ribonuclease in mouse oocytes, uridylated-poly(A) RNAs accumulate significantly. Additionally, TUT4/7 uridylation may potentially elongate (from less than 5 to approximately 24 nucleotides) if not recognized and degraded by DIS3L2 ribonuclease. Furthermore, the uridylated transcripts in *Dis3l2* cKO oocytes can be re-adenylated using the same polyadenylation signal sequences as in control oocytes. Although the re-adenylated transcripts can recruit poly(A)-binding proteins, the length of the poly(A) tails of the uridylated-poly(A) RNAs is shorter, which may disrupt the recruitment of poly(A)-binding proteins and compromise the initiation of translation. Overall, uridylated-poly(A) RNAs exhibit increased stability and reduced translation in *Dis3l2* cKO oocytes. Our current study indicates that the transcriptome undergoes severe disruption upon DIS3L2 deletion. We speculate that uridylated-poly(A) RNAs accumulate and the global translation activity is compromised due to the features of the uridylated transcripts and the translation machinery proteins that have been insufficiently translated in *Dis3l2* cKO germ cells. However, whether the fates of uridylated transcripts in *Dis3l2*-deficient spermatogonia and spermatocytes show similar patterns to those in *Dis3l2* cKO oocytes needs to be further determined.

In *Dis3l2* cKO oocytes, several meiotic regulatory genes (e.g., *Rad21l*, *Meioc*, *Nr2c2*, *Sycp3*, and *Tubgcp6*) were dysregulated after DIS3L2 deletion 22. Some of these genes have known meiosis-related promoting or repressive roles 39-41. The disruption of meiosis genes and disrupted translation may cause impairment of meiotic resumption and germinal vesicle arrest in *Dis3l2* cKO oocytes. Similar dysregulations have been observed in *Dis3l2* cKO spermatocytes. The dysregulated transcripts were largely involved in RNA metabolism, translation regulation, and meiosis I in *Dis3l2* cKO spermatocytes. The results, together with previous findings, highlight the crucial role of DIS3L2 ribonuclease in safeguarding the transcriptome to ensure meiotic progression of mouse spermatocytes and oocytes necessary for fertility.

In summary, our investigations underscore that DIS3L2-mediated RNA degradation is indispensable for spermatogonial differentiation, spermatocyte meiotic progression, and male fertility. Upon DIS3L2 deletion, the transcriptome in differentiated spermatogonia and meiotic spermatocytes undergoes severe disruption, with notable dysregulation in cell cycle genes in spermatogonia and meiosis genes in spermatocytes. The data pinpoint DIS3L2 as a pivotal regulator in spermatogonial differentiation, male meiosis, and spermatogenesis, shaping the transcriptome during these critical developmental stages. Nevertheless, the precise molecular mechanisms governing the fates of uridylated transcripts in *Dis3l2*-deficient spermatogonia and spermatocytes warrant further investigation in future studies.

## Materials and methods

### Ethics statement

All animal procedures were conducted in accordance with the guidelines approved by the Ethics Committee for Animal Research of the School of Life Sciences, Shandong University, China (Approval No. SYDWLL-2021-90). The* Dis3l2* Floxed mice were procured from Cyagen, while the *Star8-Cre* mouse line 23 was generously provided by Professor Xiao-Yang Sun.

### Mouse genotyping

Mouse tail tissue samples were subjected to lysis with the Direct PCR Lysis Reagent containing proteinase K at 55 °C overnight. Subsequently, the samples were incubated at 85 °C for 1 hour to deactivate proteinase K. Specific DNA fragments were amplified using the EmeraldAmp GT PCR Master Mix (Takara Bio USA) along with appropriate primers. The PCR was conducted with an annealing temperature of 58 °C for 35 cycles using the Mastercycler Pro (Eppendorf). The primers employed for genotyping are detailed in Supplementary Table S1.

### Fertility assay

To evaluate fertility, one wild-type female mouse was housed together with either a control or a *Dis3l2* cKO male mouse for a period of 6 months. At least 3 mating cages were arranged for each genotype, and the average number of pups per litter was documented.

### Histology assay

Mouse testes and epididymides samples were immersed in Bouin's solution and left overnight at 4 °C. Subsequently, the samples were embedded in paraffin, sectioned (5 μm), and affixed onto slides before staining with periodic acid-Schiff (PAS) and hematoxylin. Finally, the samples were examined and captured under a microscope (Nexcope NE950).

### Immunohistochemistry and immunofluorescence

Following de-waxing, rehydration, and antigen retrieval using 0.01% sodium citrate buffer (pH 6.0), sections were blocked with blocking buffer containing 0.05% Tween-20 at room temperature for 1 hour, followed by an overnight incubation with primary antibodies (Supplementary Table S2) at 4 °C. For immunohistochemistry (IHC), the ImmPRESS™ Polymer Detection Kit (Vector Laboratories) and diaminobenzidine (DAB) were utilized to visualize antibody binding. For immunofluorescence (IF) staining, specific secondary antibodies (Supplementary Table S2) were employed to detect the antigen, and DNA was counterstained with Hoechst 33342. Images were captured with a fluorescent microscope (Nexcope NE950).

For whole-mount staining, freshly isolated tissues were fixed in 4% paraformaldehyde (PFA) overnight at 4 °C, permeabilized in blocking buffer containing 5% donkey serum, 3% bovine serum albumin, 0.5% Triton X-100, and 0.05% Tween 20 overnight at 4 °C and then incubated with primary antibodies (Supplementary Table S2) overnight at 4 °C. Secondary antibodies (Supplementary Table S2) conjugated to Alexa Fluor were incubated overnight at 4 °C. After washing in phosphate-buffered saline (PBS), samples were mounted with PBS on the slides. Fluorescence images were captured by confocal microscopy (Leica STELLARIS 5).

### *In situ* hybridization

The sequence of the mouse *Dis3l2* probe for *in situ* hybridizations was retrieved from the GenePaint database. Templates were generated via PCR from cDNA and subsequently subcloned into the pEASY Blunt Zero Cloning vector. This construct was then linearized and utilized as a template for in vitro transcription using T7 polymerase to produce a probe labeled with digoxigenin-11-UTP (Roche). Testis samples freshly isolated were fixed in 4% PFA overnight at 4°C, followed by a wash in PBS. Subsequently, the samples underwent sequential incubation in 15% and 30% sucrose in PBS at 4°C for 16 hours and were then embedded in Tissue-Tek O.C.T. on dry ice. Sections, 10 μm thick, were cut and air-dried at 37°C for 30 minutes. After treatment with 2 μg/ml proteinase K, the slices were incubated at 65°C overnight with the digoxigenin-labeled probe in a hybridization solution containing 50% (v/v) formamide, 5 × saline sodium citrate, 5 × Denharts, 250 μg/ml yeast RNA, and 500 ug/ml herring sperm DNA. The slides were subsequently washed in 0.2 × saline sodium citrate at 62°C, followed by an incubation with anti-digoxigenin antibody (Roche) at 4°C overnight. Signals were developed in NBT/BCIP stock solution (Roche) and captured using a fluorescent microscope (Nexcope NE950).

### Meiotic chromosome spreads

Mouse testes were decapsulated, placed in hypotonic buffer (30 mM Tris pH 7.5, 17 mM trisodium citrate, 5 mM EDTA, and 50 mM sucrose) for 30 minutes, and seminiferous tubules were chopped to release germ cells in 200 mM sucrose. The resulting cell suspensions were deposited on slides pre-coated with fixation buffer (1% PFA and 0.1% Triton-X100 in PBS), fixed for 3 hours in a humidifying chamber at room temperature, and air-dried. For immunostaining, the slides were incubated with primary antibodies (Supplementary Table S2) at 4°C overnight and subsequently with Alexa Fluor secondary antibodies (Supplementary Table S2) for 1 hour at room temperature. Images were captured using a fluorescent microscope (Nexcope NE950).

### Immunoblot assay

Total protein was extracted in 1 × LDS sample buffer with 1× NuPAGE Sample Reducing Agent (Thermo Fisher Scientific). Proteins were separated on 4%-12% Bis-Tris gels and electrophoretically transferred onto polyvinylidene difluoride membranes. The membranes were blocked with 5% nonfat milk in Tris-buffered saline containing 0.05% Tween 20 (TBST) at room temperature (RT) for 1 h and probed with primary antibodies (Supplementary Table S2) overnight at 4 °C. The membranes were washed three times with TBST and incubated (1 h, RT) with secondary antibodies (Supplementary Table S2), followed by washing with TBST and developed using SuperSignal West Dura Extended Duration Substrate (Thermo Fisher Scientific). Signals were detected with Hyperfilm ECL (GE Healthcare) according to the manufacturer's instructions.

### RNA isolation and RT-qPCR

Total RNA was extracted from mouse testes using the AFTSpin Tissue/Cell Fast RNA Extraction Kit for Animals (ABclonal), and cDNA was synthesized with the SuperScript IV First-Strand Synthesis System (Thermo Fisher Scientific). The RT-qPCR assay was conducted using the iTaq Universal SYBR Green Supermix (Bio-Rad) on the QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific). The primers utilized in these experiments are detailed in Supplementary Table S3. The relative abundance of each transcript was calculated using 2^-ΔΔCt^ and normalized to endogenous* β-actin* expression 42.

### RNA-seq library preparation

Total RNA was extracted using the RNeasy Micro Kit, and libraries were prepared using a Universal RNA-seq Library Preparation Kit (TECAN) according to the manufacturer's instructions. Briefly, double-strand cDNA was synthesized using a mixture of random and poly(T) primers, followed by double-stranded cDNA fragmentation, end repair, adaptor ligation, strand selection, targeted transcript depletion with AnyDeplete, and PCR amplification. The final PCR-amplified libraries were sequenced on an Illumina HiSeq 2500 platform, generating 50-bp single-end reads.

### RNA-seq analysis

The processed reads were aligned to the University of California Santa Cruz (UCSC) mm10 reference genome through the use of HISAT2. Subsequently, the quantification results obtained from "featureCount" were subjected to analysis with the Bioconductor package DESeq2, which applies a negative binomial distribution to estimate both technical and biological variability. A PCA plot was generated to identify any potential sample outliers. Comparative analyses were performed between cKO and control samples. A gene was considered differentially expressed when the false discovery rate (FDR) adjusted *p*-value for differential expression was less than 0.05. The correlation heatmap was created using the R software package with the ''ggplot2'' package. GSEA was performed using GSEA v4.3 software program. Genes were ranked before analysis based on their fold change in gene expression. This application assigns scores to a sorted list of genes regarding their enrichment in selected functional categories (Kyoto Encyclopedia of Genes and Genomes and GO). The significance of the enrichment score was evaluated through 1000 permutations. Benjamini and Hochberg's FDR was computed to account for multiple testing adjustments. A *q*-value of < 0.05 was considered statistically significant.

### scRNA-seq library preparation

scRNA-seq libraries were prepared using Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (10× Genomics) according to the manufacturer's instructions. Briefly, single cells obtained from digested testes were mixed with a suspension containing barcoded beads and unique molecular identifier (UMI) elements that allow specific tagging of messenger RNA. After partitioning thousands of cells into nanoliter-scale Gel Bead-In-EMulsions (GEMs) and barcoding, full-length barcoded cDNA was then amplified by PCR to generate sufficient mass for library construction. Libraries were constructed by fragmentation, end repair, A-tailing, adaptor ligation, and index PCR. After ensuring adequate quality of cDNA libraries, the samples were sequenced on an Illumina NovaSeq 6000 platform at Guangzhou Gene Denovo Biotechnology Co., Ltd.

### scRNA-seq data processing

Raw sequencing reads were carried out using the Cell Ranger Single-Cell Software Suite (10× Genomics) for tasks such as alignment, filtering, UMI quantification, and generation of the gene-barcode matrix. The raw gene expression matrices produced per sample using CellRanger were imported into R (version 4.3.0) and converted to a Seurat object utilizing the Seurat R package (version 4.3.0.1) 43. The filtration process eliminated deceased cells, doublets, and low-quality cells by considering total UMIs, total genes, and the percentage of mitochondrial UMIs. Subsequently, quality filters were set to retain cells that had 1) ≥ 200 and ≤ 8000 uniquely expressed genes; 2) ≥ 1000 UMIs; 3) ≤ 20% of reads mapped to the mitochondrial genome; and 4) ≤ 5% of reads mapped to hemoglobin genes, as these cells likely depict contaminating erythrocytes.

### Data integration and major cell type determination

Cells from control and *Dis3l2* cKO samples were integrated, and batch effects were corrected using Harmony from Seurat 44. Normalization was applied to each sample, and cell cycle scoring was conducted using Seurat. Highly variable genes (HVGs) were identified using *SCTransform*, with mitochondrial genes being excluded. Subsequently, scaled PCA was performed on the filtered HVGs, and UMAP was used for dimensionality reduction. A shared nearest neighbor graph was constructed, followed by clustering at a resolution of 1.6 in Seurat. The canonical marker genes were applied to annotated cell clusters to identify biological cell types.

### Identification of marker genes and differentially expressed genes

Marker genes for cell types were identified by comparing expression levels in the cluster of interest against other clusters using the Seurat *FindMarkers* function (MAST, version 1.26.0) 45. Marker genes were defined based on the following criteria: (1) the average expression value in the cluster of interest was at least 2.5-fold higher than that in the rest of the clusters; (2) marker genes should be detectable in at least 10% of the cells in the cluster of interest; and (3) marker genes should have the highest mean expression in the cluster of interest compared with the rest of the clusters. Differentially expressed genes between the two samples were computed using the Seurat *FindMarkers* function with parameters set as min.pct = 0.01 and logfc.threshold = 0.01. GO analysis was conducted using Metascape 46 to determine the biological processes and pathways.

### Pseudotime analysis

Pseudotime analysis was performed using monocle 3 (Version 1.0.0) 47. Seurat object for cell types was converted to Monocle object and metadata and UMAP embedding were passed to Monocle object as well. Data were processed using the “preprocess_cds” function. Cells were clustered using the “cluster_cells” function with cluster_method = “leiden”. The trajectory graph was learned with the “learn_graph” function and cells were ordered in pseudotime with “order_cells” function.

### Statistical analysis

Data are presented as the mean ± s.d. Statistical analysis was conducted using GraphPad Prism. The variances of the two groups were compared using the two-tailed Student's t-test, and significance was defined as ns (no significance), *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
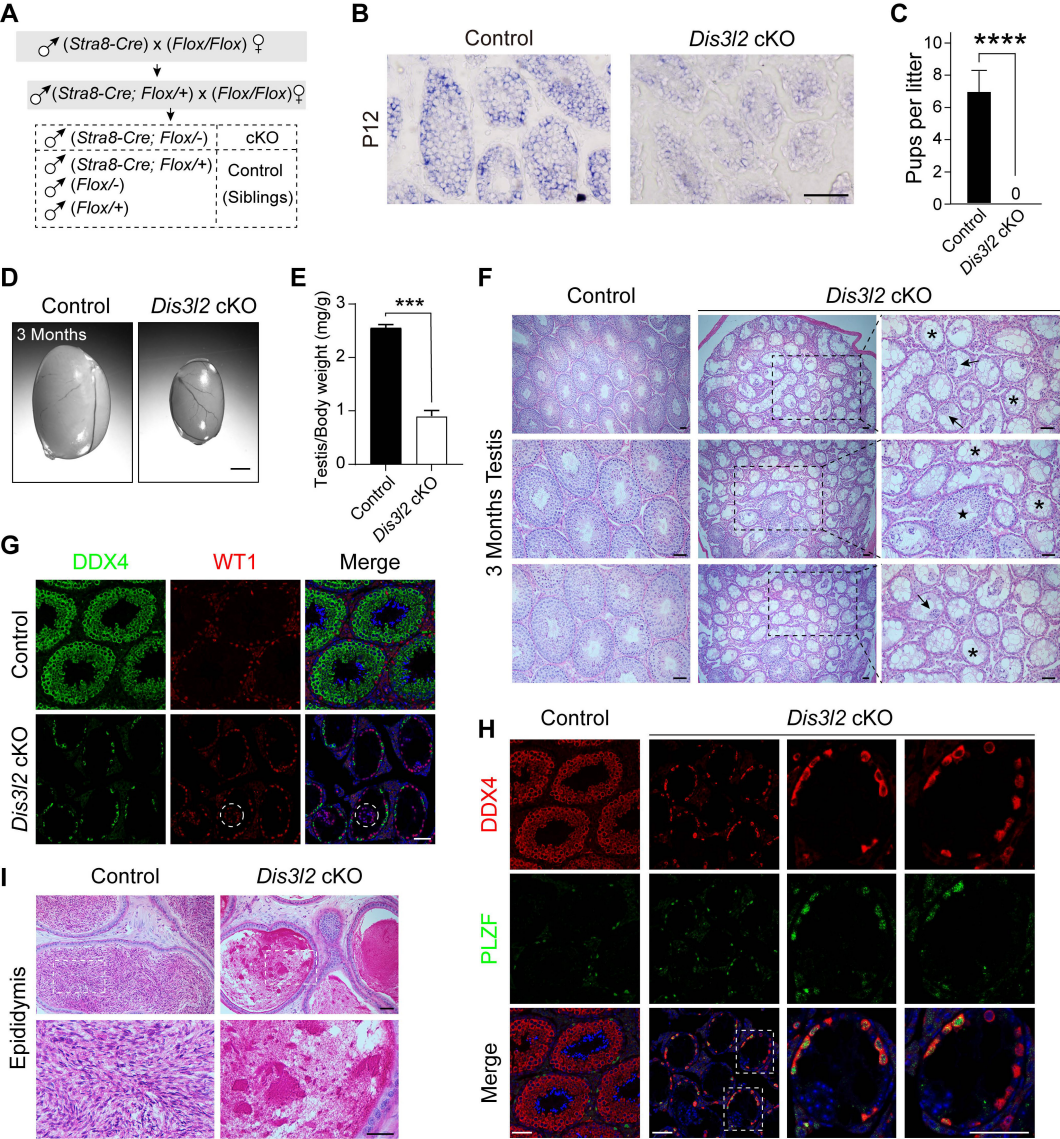
** DIS3L2 is required for spermatogenesis and male fertility.** (A) Schematic diagram showing the establishment of the *Dis3l2* cKO male mouse model. (B) *In situ* hybridization mRNA analysis of *Dis3l2* in P12 control and *Dis3l2* cKO mouse testes. Scale bar, 50 μm. (C) Fertility test showing the sterility of *Dis3l2* cKO male mice. Mean number of litters ± s.d. ***P < 0.001. (D, E) Morphology of testes (D) and the ratio of testis to body weight (E) in control and *Dis3l2* cKO mice at 3 months. Scale bar, 1 mm. Mean ± s.d., n = 4 biologically independent testes from four different animals. ***P < 0.001. (F) Testicular sections of control and *Dis3l2* cKO mice collected at 3 months and stained with periodic acid-Schiff and hematoxylin. Asterisks indicate Sertoli cell-only tubules, star indicates normal seminiferous tubule, and arrows indicate multinucleated giant Sertoli cells. Scale bar, 50 μm. (G) Immunofluorescence staining of testis tissue sections of control and *Dis3l2* cKO mice at 3 months after staining with antibodies against DDX4 (left) or WT1 (middle), followed by staining with Hoechst 33342 to detect DNA (right). Scale bar, 50 μm. Dashed circles indicate multinucleated giant Sertoli cells. (H) Dual-immunofluorescence staining with DDX4 and PLZF antibodies in the testis tissue of control and *Dis3l2* cKO mice at 3 months. Dashed rectangles indicate enlarged areas. Scale bar, 50 μm. (I) Cauda epididymides of control and *Dis3l2* cKO mice at 3 months and stained with periodic acid-Schiff and hematoxylin. Scale bar, 50 μm. Representative of n = 3 (B, F-I) independent biological replicates with similar results per condition.

**Figure 2:**
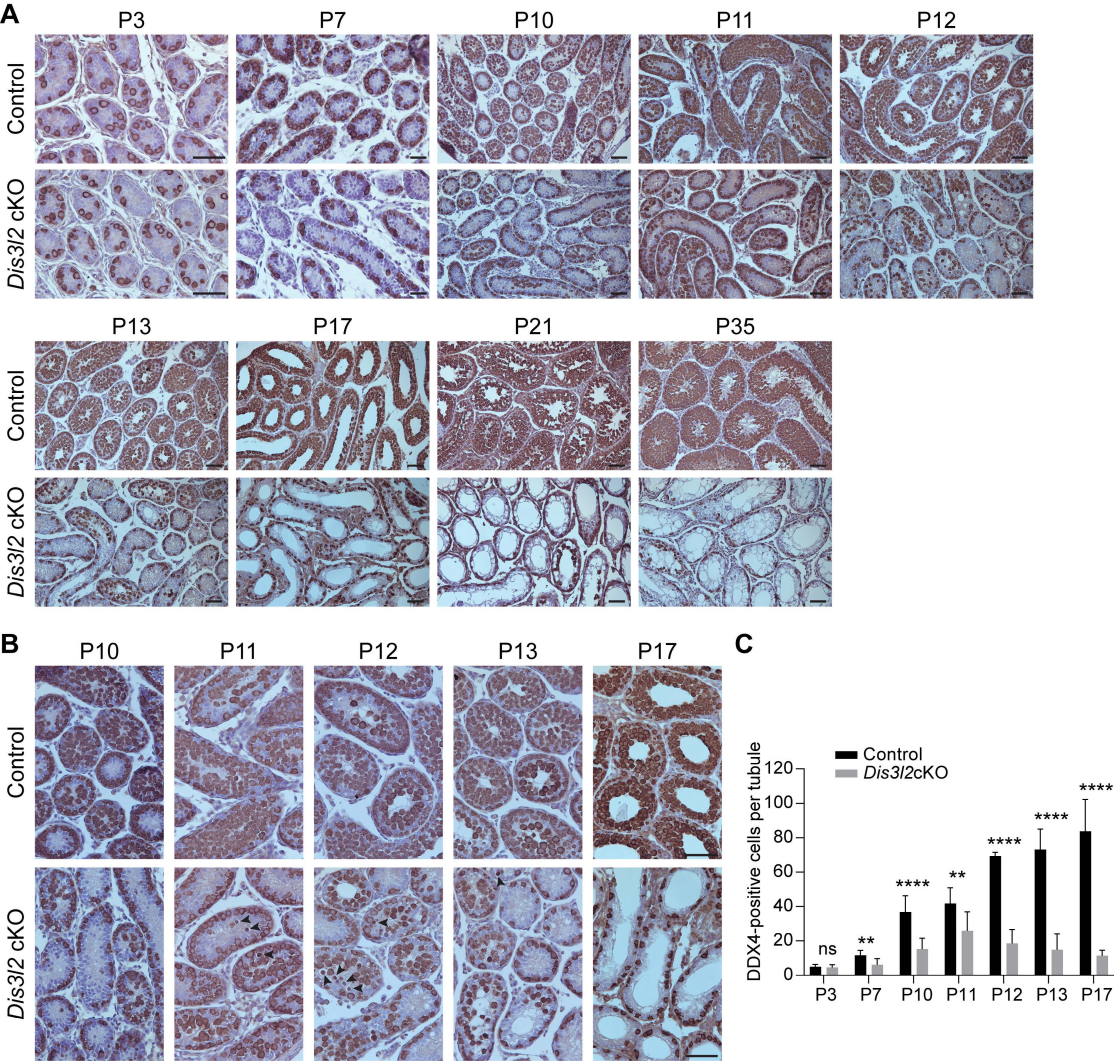
** DIS3L2 is essential for spermatocyte survival and the first wave of spermatogenesis.** (A) Histological and immunohistochemical analyses of DDX4 in the testicular tissue sections of control and *Dis3l2* cKO mice from P3 to P35. Scale bar, 50 μm. (B) Immunohistochemical analysis using a polyclonal DDX4 antibody was performed in the testis tissues of control and *Dis3l2* cKO mice from P10 to P17. Some of the images in (B) are enlarged from those in (A). Arrowheads indicate germ cells with pyknotic nuclei. Scale bar, 50 μm. (C) Statistical analysis of DDX4-positive cells per tubule in the testis tissue of control and *Dis3l2* cKO mice from P3 to P17. Mean ± s.d., n = 3 biologically independent testes from three different animals; ns, no significance, **P < 0.01, and ****P < 0.0001. Representative of n = 3 (A, B) independent biological replicates with similar results per condition.

**Figure 3:**
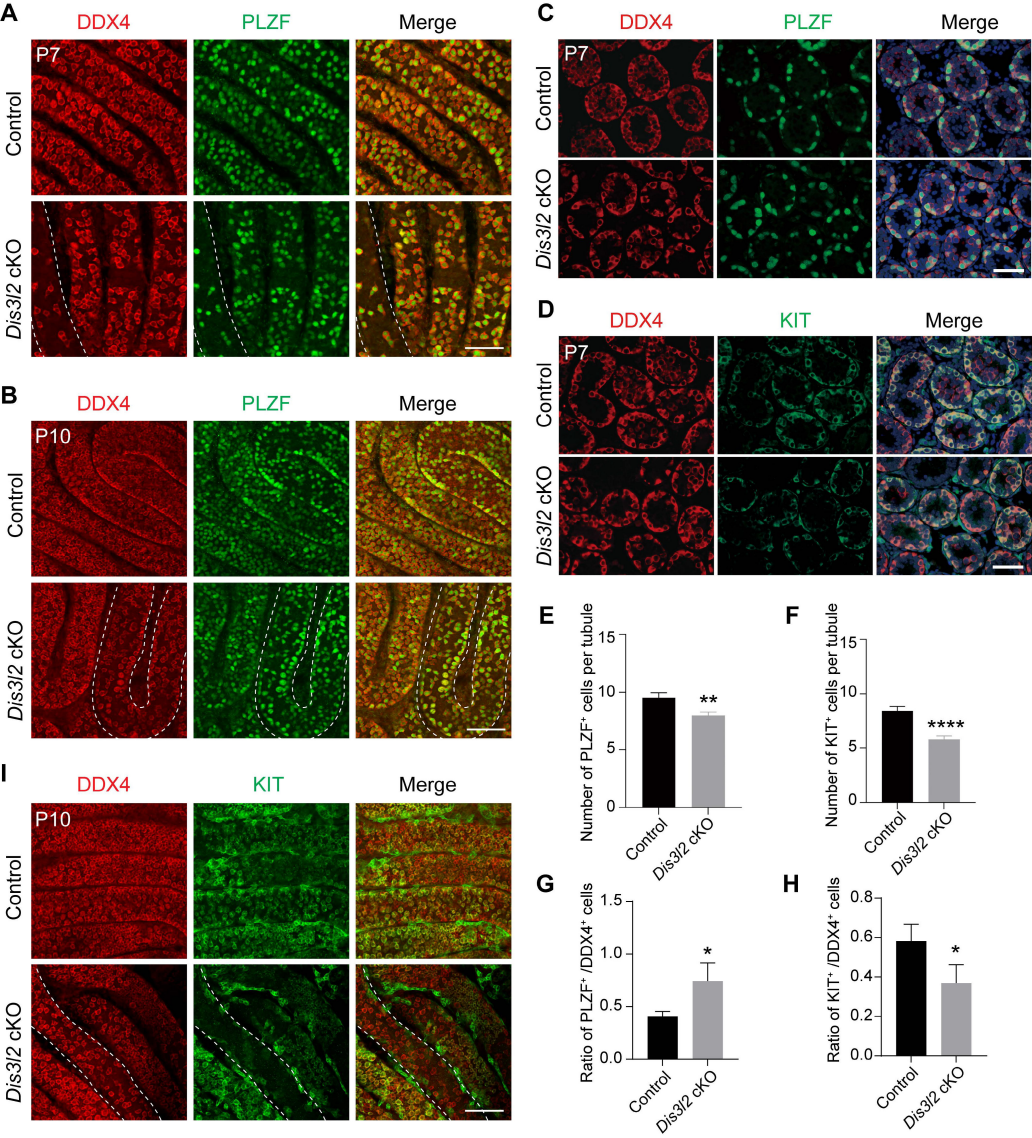
** DIS3L2 is required for spermatogonial development.** (A, B) Immunofluorescence of whole-mount testes from P7 (A) and P10 (B) control and *Dis3l2* cKO mice after staining with antibodies to DDX4 (left) or PLZF (middle) and merged (right). Scale bar, 50 μm. (C) Immunofluorescence staining of P7 control and *Dis3l2* cKO testicular sections with antibodies to DDX4 (left) or PLZF (middle) and merged with Hoechst 33342 to stain the DNA (right). Scale bar, 50 μm. (D) Same as (C), but with antibodies to DDX4 and KIT. (E, F) Statistical analysis of PLZF-positive cells (E) and KIT-positive cells (F) per tubule from P7 control and *Dis3l2* cKO testes. Mean ± s.d., n = 3 biologically independent testes from three different mice. **P < 0.01 and ****P < 0.0001. (G, H) Statistical analysis of the ratio of PLZF-positive cells to DDX4-positive cells (G) and KIT-positive cells to DDX4-positive cells (H) in P7 control and *Dis3l2* cKO testes. Mean ± s.d., n = 3 biologically independent replicates. *P < 0.05. (I) Whole-mount staining of testes from P10 control and *Dis3l2* cKO mice after staining with antibodies to DDX4 (left) or KIT (middle) and merged (right). Scale bar, 50 μm. Representative of n = 3 (A-D, I) independent biological replicates with similar results per condition.

**Figure 4:**
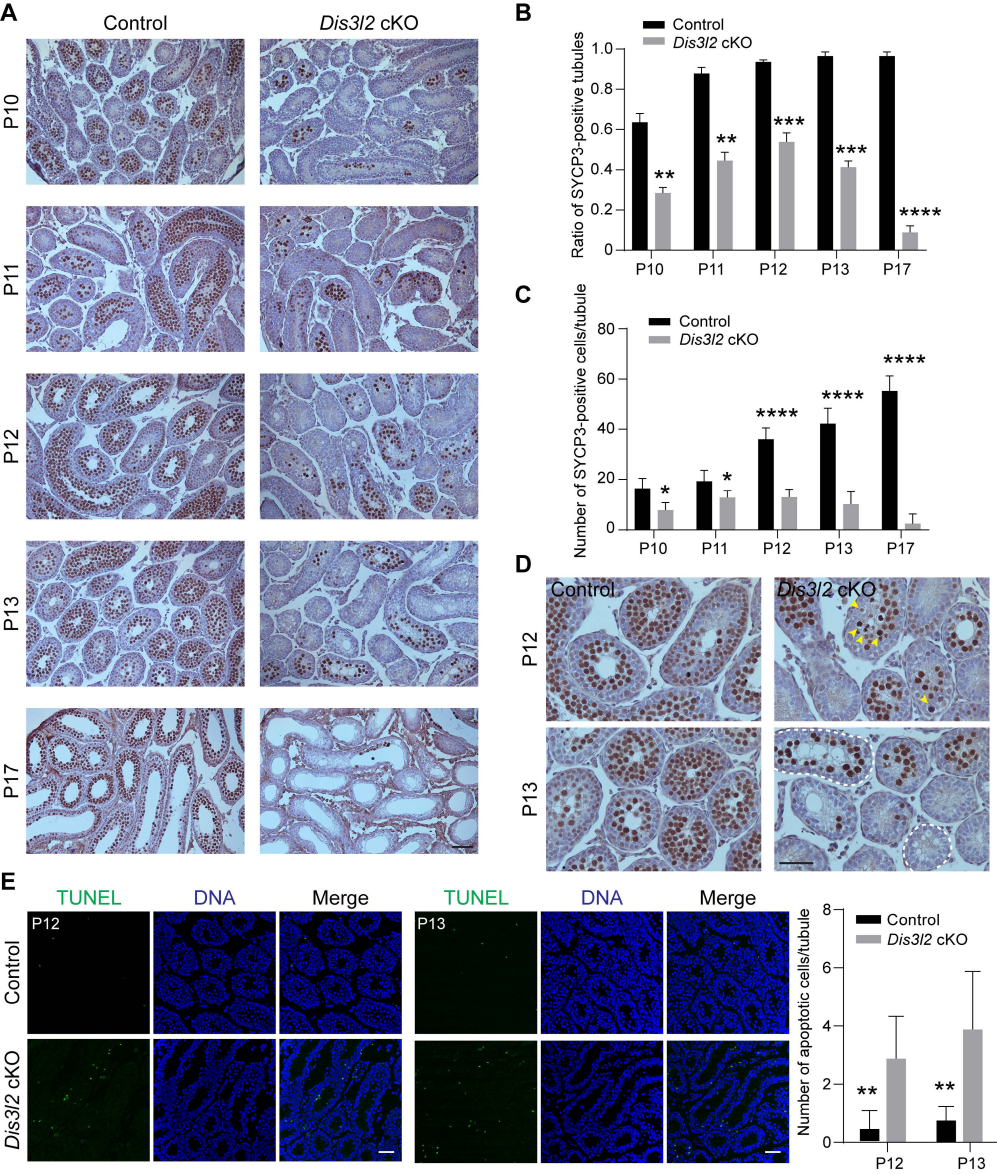
** DIS3L2 is required for male germ cell meiosis.** (A) Histological and immunohistochemical analyses of SYCP3 in the testis tissue of control and *Dis3l2* cKO mice from P10 to P17. Scale bar, 50 μm. (B) Statistical analysis of the ratio of SYCP3-positive tubules in the testis tissue of control and *Dis3l2* cKO mice from P10 to P17. Mean ± s.d., n = 3 biologically independent testes from three different mice. **P < 0.01, ***P < 0.001, and ****P < 0.0001. (C) Statistical analysis of the number of SYCP3-positive cells per tubule in the testis tissue of control and *Dis3l2* cKO mice from P10 to P17. Mean ± s.d., n = 3 biologically independent testes from three different mice. *P < 0.05, and ****P < 0.0001. (D) Immunohistochemical analysis of SYCP3 in the testis tissue of control and *Dis3l2* cKO mice at P12 and P13. Some of the images in (D) are enlarged from those in (A). Scale bar, 50 μm. Yellow arrowheads indicate spermatocytes with pyknotic nuclei. Dashed circles represent tubules with vacuoles. (E) TUNEL assay in the testis tissue of control and *Dis3l2* cKO mice at P12 and P13. DNA was stained with Hoechst 33342. Scale bar, 50 μm. The right panel shows the statistical analysis of the number of TUNEL-positive cells per tubule in the testis tissue of control and *Dis3l2* cKO mice at P12 and P13. Mean ± s.d., n = 3 biologically independent testes from three different mice. **P < 0.01. Representative of n = 3 (A, D, and E) independent biological replicates with similar results per condition.

**Figure 5:**
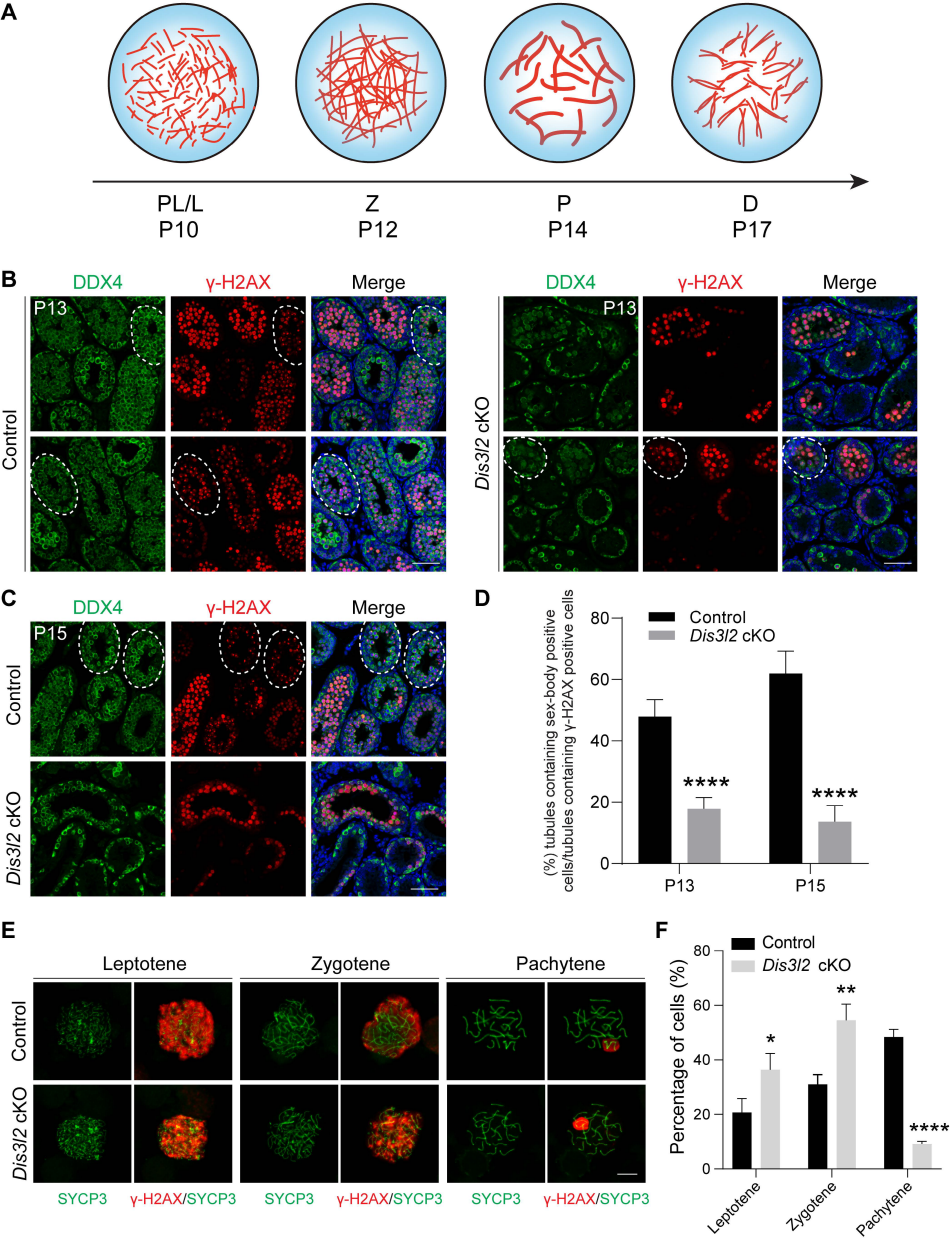
** DIS3L2 is required for spermatocyte meiotic progression.** (A) Schematic view of the four stages including pre-leptotene/leptotene (PL/L), zygotene (Z), pachytene (P), and diplotene (D) of meiotic prophase I corresponding to their developmental time point. (B) Immunofluorescence analysis results of P13 testes from control and *Dis3l2* cKO mice after co-staining with antibodies to DDX4 (germ cells) and γH2AX (spermatocytes) as well as Hoechst 33342 (DNA). Scale bar, 50 μm. Dashed circles indicate tubules containing sex-body-positive spermatocytes. (C) The same as (B), but at P15. (D) Statistical analysis of the ratio of tubules containing sex-body-positive spermatocytes in the testis tissue of control and *Dis3l2* cKO mice at P13 and P15. Mean ± s.d., n = 3 biologically independent testes from three different mice. ****P < 0.0001. (E) Chromosome spreads of spermatocytes from P13 control and *Dis3l2* cKO mice. Co-staining was performed with antibodies to SYCP3 and γH2AX. Scale bar, 10 μm. (F) Statistical analysis of the proportion of leptotene, zygotene, and pachytene spermatocytes in the P13 testis tissue of control and *Dis3l2* cKO mice. Mean ± s.d., n = 3 biologically independent testes from three different mice. *P < 0.05, **P < 0.01, and ****P < 0.0001. Representative of n = 3 (B, C, and E) biologically independent replicates with similar results per condition.

**Figure 6:**
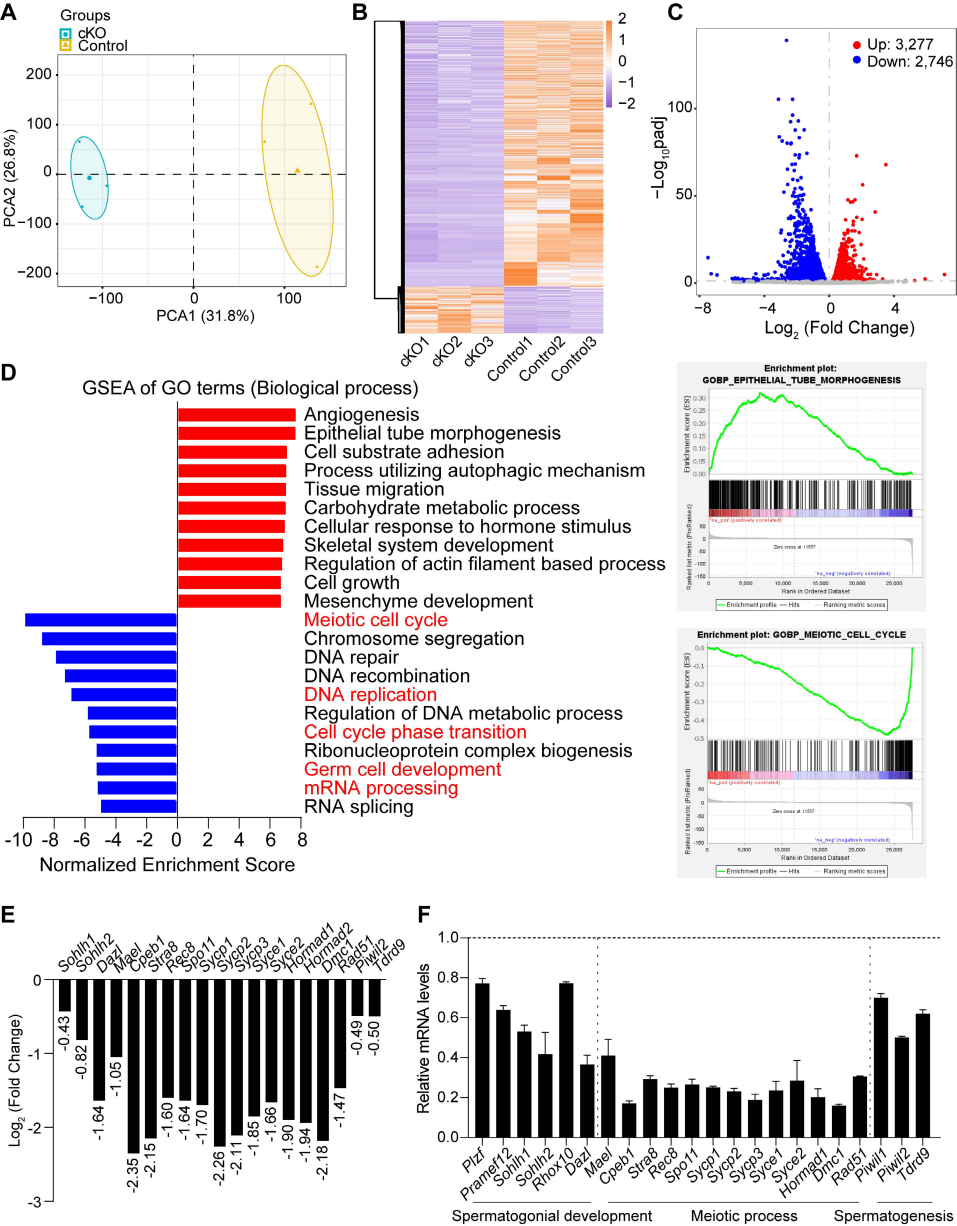
** DIS3L2 deletion disrupts the transcriptome in the testis tissue of *Dis3l2* cKO mice.** (A) Principal component analysis (PCA) of RNA-seq data from P12 control and *Dis3l2* cKO mice. (B) Heatmap of differentially expressed genes (DEGs) between control and *Dis3l2* cKO mice. (C) Volcano plot showing DEGs using an adjusted *P*-value of < 0.05 as the cutoff value by DESeq2. (D) Gene set enrichment analysis of biological process categories of *Dis3l2* cKO testes in comparison with control testes (left panel) using gene set enrichment analysis (GSEA) software program and molecular signatures database (MSigDB) C5 GO gene sets. Examples of the enrichment plot for Gene Ontology terms of epithelial tube morphogenesis and meiotic cell cycle (right panel). (E) RNA-seq results of selected transcripts (log_2_-fold change) related to the spermatogenic process in the testis tissue of *Dis3l2* cKO mice. (F) Quantitative RT-PCR assay for the validation of genes with downregulated expression involved in spermatogonial development, meiotic process, and spermatogenesis. For comparison, the abundance (relative to *β-actin*) of each gene in the testis tissue of control mice was set to 1. Data are presented as mean ± s.d. for n = 3 biologically independent samples per condition.

**Figure 7:**
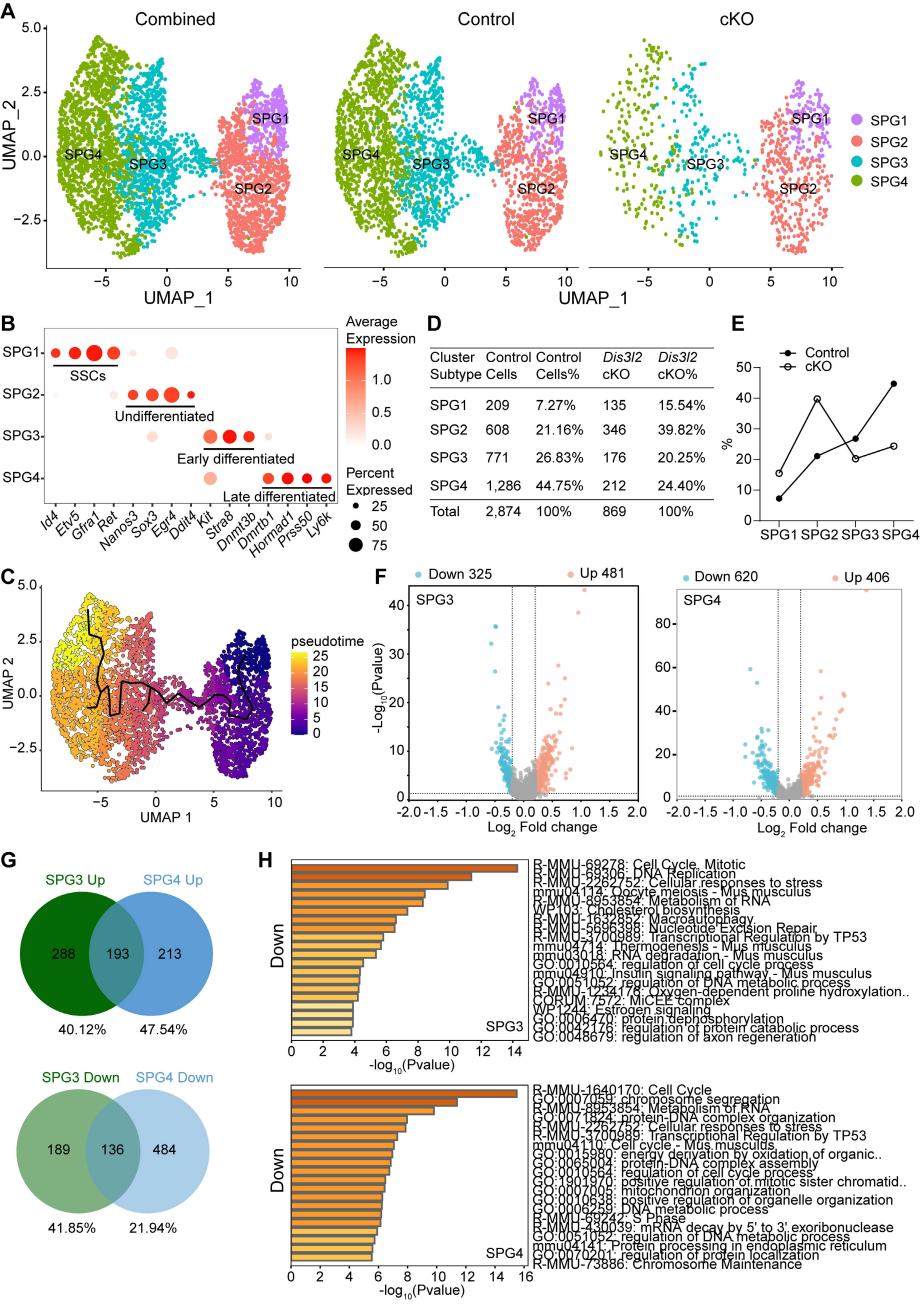
** scRNA-seq analysis of *Dis3l2* cKO spermatogonia.** (A) UMAP plots of combined (left panel), control (middle panel), and *Dis3l2* cKO (right panel) spermatogonia that had four distinct spermatogonial subtypes (SPG1, SPG2, SPG3, and SPG4). (B) Dot plot for the expression of selected marker genes across all identified cell types. (C) Pseudotime trajectory of the combined four spermatogonial subtypes. (D and E) Summary of detailed cell numbers and percentages of spermatogonia in each cell cluster in control and *Dis3l2* cKO testes. (F) Volcano plots of DEGs in *Dis3l2* cKO SPG3 (left panel) and SPG4 cells (right panel) using a cutoff of *P* < 0.05 and log_2_ fold-change of > 0.2. (G) Venn diagrams of upregulated genes (top panel) and downregulated genes (bottom panel) between SPG3 and SPG4 cells. (H) GO analysis of downregulated transcripts in the SPG3 subtype (top panel) and the SPG4 subtype (bottom panel) using Metascape.

**Figure 8:**
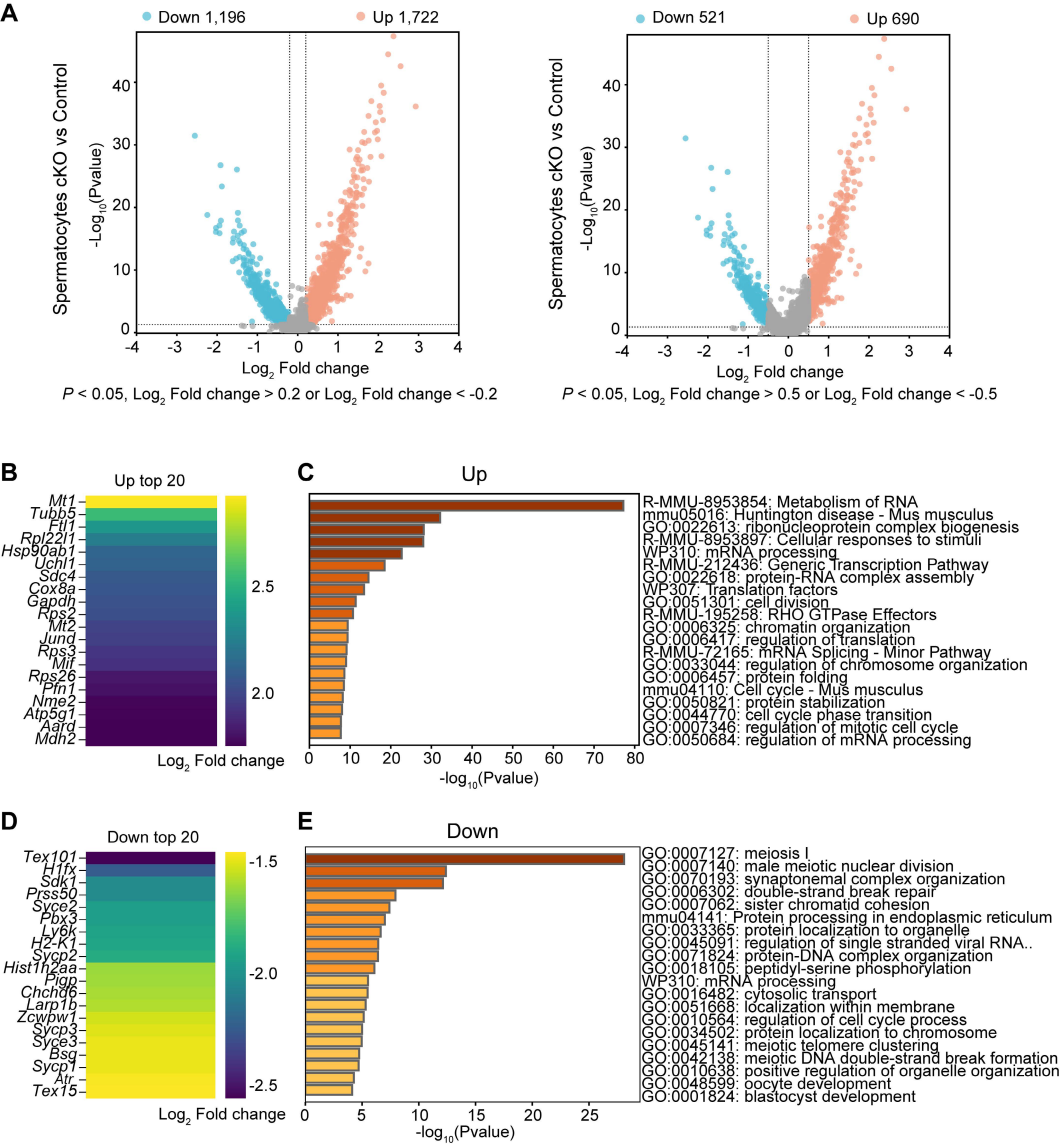
** Transcriptome signatures of *Dis3l2* cKO spermatocytes.** (A) Volcano plot of DEGs in *Dis3l2* cKO spermatocytes using a cutoff of *P* < 0.05 and log_2_ fold change of > 0.2 (left panel) and *P* < 0.05 and log_2_ fold change of > 0.5 (right panel). (B) Top 20 transcripts of upregulated DEGs. (C) Enriched GO terms and pathways of the upregulated genes analyzed using Metascape. (D) Top 20 downregulated transcripts. (E) Metascape analysis of GO terms and pathways for downregulated transcripts.

**Figure 9:**
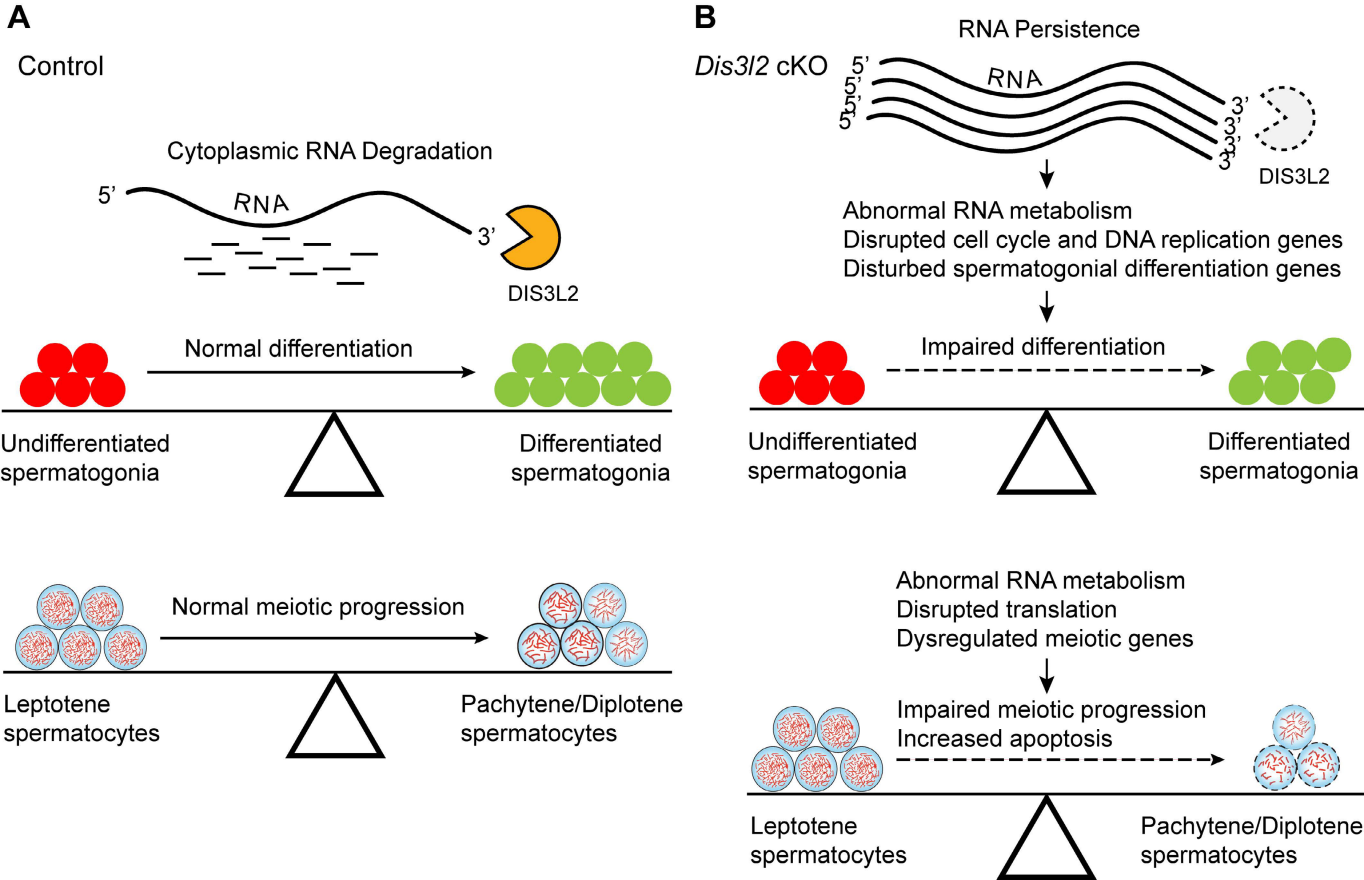
** Hypothetical model of DIS3L2 function in pre-meiotic and meiotic germ cells.** (A) DIS3L2-mediated RNA decay is required for normal spermatogonial differentiation and spermatocyte meiosis. (B) *Dis3l2* deficiency causes abnormal RNA metabolism, disrupted cell cycle genes, and disturbed spermatogonial differentiation genes, leading to impairment of spermatogonial differentiation. In spermatocytes, loss of DIS3L2 causes abnormal RNA metabolism, disrupted translation, and dysregulated meiotic genes, resulting in impaired meiotic progression and increased cell apoptosis.

## Abbreviations

cKO: conditional knockout
RT-PCR: Reverse transcription-polymerase chain reaction
RT-qPCR: real-time quantitative PCR
PAS: periodic acid-Schiff
DDX4: DEAD-box helicase 4
WT1: Wilms tumor 1
PLZF: promyelocytic leukemia zinc finger
SYCP3: synaptonemal complex protein 3
SYCP1: synaptonemal complex protein 1
TUNEL: terminal-deoxynucleotidyl transferase mediated nick end labelling
DEGs: differentially expressed genes
GSEA: gene set enrichment analysis
GO: gene ontology
UMAP: uniform manifold approximation and projection
PCA: principal component analysis
SSCs: spermatogonial stem cells
SPG: spermatogonia
Scytes: spermatocytes
TUT4: terminal uridylyl transferase 4
TUT7: terminal uridylyl transferase 7
PAIso-seq: Poly(A) inclusive RNA isoform sequencing
scRNA-seq: single cell RNA sequencing
IF: immunofluorescence
IHC: immunohistochemistry
GFRA1: GDNF family receptor alpha 1
KIT: stem cell growth factor receptor
DIS3L2: DIS3-like exonuclease 2

How the deposited data were processed for this re-analysis (not part of the article)

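Bulk RNA-seq of whole testes at postnatal day 12 was analysed for 3 control libraries (labelled *Dis3l2* WT) and 3 libraries labelled *Dis3l2* KO, the group that the paper calls *Dis3l2* cKO. Other experiments of the paper, among them the scRNA-seq, RT-qPCR and immunoblots, were not analysed here. The authors trimmed the reads with cutadapt, aligned them with HISAT2 to the mouse genome (GRCm38.p5 in the labels, mm10 in the paper) and counted them per gene with featureCounts 1.6.4 over the GENCODE M18 annotation, on 1 strand and without reads that map to several places or genes. The deposited table holds these raw counts for 54232 genes, and 0 of its columns of library values were left unused. Names and biotypes came from GENCODE M21, which holds 54165 of the gene identifiers; the 67 others have no name here.

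Totals ran from 33325483 to 44956193 counts per library, with a median of 41471207 in the control and 39797278 in the KO-labelled libraries. Depth was thus similar between groups, and 42383 genes had at least 1 count. Control libraries held 31560 to 34399 detected genes and KO-labelled libraries 27705 to 28414. TMM factors were 1.04, 1.01 and 1.06 for the control and 0.970, 0.954 and 0.960 for the KO-labelled libraries, and genes encoded by mitochondria took 5.01% to 6.51% of the counts. No library was a copy of another: the smallest chi-square per degree of freedom between replicates was 11.0. Deviations from the group means were not related between libraries with the same replicate number (correlations across genes of -0.0014, -0.0126 and 0.0139), so the numbers do not pair the libraries and no block was used.

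Counts were tested with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest) under R 4.3.3, and a Benjamini-Hochberg adjusted p under 0.05 counts as a call. CPM are scaled by TMM, log2 CPM carry a prior count of 1, and the standard error of a log2 fold change is its size divided by the square root of F. The 95% interval of *Dis3l2* comes from the t distribution with 14.49 degrees of freedom, those of the quasi-likelihood fit with its prior. Tables were handled in Python 3.11.15 with pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Gene lists were tested by counts of called members, over all genes tested and adjusted over the list alone, and as sets with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry. Adjusted p of sets are taken over 40 lists; 27 passed camera, 0 of them with an estimated correlation, and 30 passed fry for a move in one direction.

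The design, the lists of genes and the alternatives were fixed before the data were examined, except 2 DESeq2 settings that were added afterwards. The lists cover germ cell stages, somatic cell types, the processes that the paper names for its GO terms and pathways, and control groups such as imprinted, immediate-early, ribosomal and mitochondrial genes. They were written from general knowledge, and the gene sets of the paper's GSEA were not used here. The text names *Dis3l2* and *Dis3*, the genes that the paper lists for these libraries, the 10 largest rises and the 10 largest falls among protein-coding genes past the test with a mean of at least 5 CPM in a group and no overlap between groups, and from each list described the members with the smallest adjusted p in each direction. That rule allowed a range of members per list, and 2 per direction were taken for every list, a number set after the values had been seen. Other genes, named where a small count is spelled out or beside a related gene (*Tut4*, *Actb*), were chosen after their values were seen. Some lists and members are not reported here.

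Alternatives were DESeq2 1.42.0, limma-voom, RLE and upper-quartile factors, factors from the markers of 6 somatic cell types, no filter on low counts, at least 10 counts in every library, protein-coding genes only, a change of 2-fold or more, the replicate number as a block, and each library left out in turn. The tests were also run on simulated counts of 20327 genes with 200 changed. There edgeR recovered 43% of changes of 1.5-fold and 64% of 2-fold, and 6.14% of its calls were false. DESeq2 recovered 50% and 67% with 14.6% false, and limma-voom 43% and 60% with 4.63% false. In the data edgeR called 6641 genes, far more than the 200 changed there. These rates therefore do not give the power or the share of false calls in the data. Of 20 simulated lists, camera called the 1 that was raised and 0 of the 19 others. Correlation between members, estimated at up to 0.62 for the lists here, was not a setting of that check. It therefore does not vouch for camera at the preset correlation.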

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

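The tests of *Dis3* and *Dis3l2* in this part, the comparisons of Sertoli with peritubular myoid and meiotic genes, and the test of the rise of somatic markers were chosen only after the results were seen. *Dis3*, which the paper does not analyse in these libraries, fell by 1.13 on the log2 scale in the KO-labelled libraries (edgeR's quasi-likelihood test, adjusted p = 2.7e-07), while *Dis3l2* had a log2 fold change of 0.22. A deletion of *Dis3* in place of *Dis3l2* may explain this, as the design sentence of the deposited study names *Dis3*, and 0 of 13 other exosome subunits and cofactors fell as much. A loss of germ cells rich in *Dis3* RNA remains open too, since the fall of -1.13 is smaller than the median of -1.89 of the meiotic prophase genes. A log2 fold change of 0.224 per gene could come from *Dis3l2* exons outside the deleted part or, in part, from cells without Cre. The paper gives its cKO mice a floxed and a null *Dis3l2* allele (F/-), so cells without Cre carry a null allele too. Whether reads of such cells alone could keep the count level was not tested. These explanations cannot be told apart with counts per gene, because the genotype is the same split as the loss of germ cells and no exon was counted alone; an effect of DIS3L2 loss on *Dis3* was not tested.

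In a list that the paper does not test, 11 of 23 markers of undifferentiated spermatogonia were higher (4 higher and 3 lower with scaling to somatic markers), as were some markers of 5 of 6 somatic cell types, while 40 of 40 meiotic genes were lower. A factor per library moves all genes alike, so the scaling between libraries is argued against as the source of the gap between the Sertoli and the meiotic prophase medians, 2.54 on the log2 scale (SD 0.19, 3 libraries). For the rise of the somatic markers the scaling stays open: with the libraries scaled to these markers 3 of 6 somatic medians were above 0, but that scaling centres the markers, so the count decides nothing. A lower share of germ cells that raises every somatic type alike is argued against as the only source of the somatic marker shifts. The Sertoli median exceeded the peritubular myoid median by 0.789 on the log2 scale (SD 0.07 over the 3 KO-labelled libraries, without the spread of the control). With 1 control library left out in turn, the Sertoli median was 0.63 to 0.67 and the myoid median -0.19 to -0.08. The 10 myoid markers did not pass as a set (camera adjusted p = 0.230). Changes within cells could add such a gap to an equal rise, so that rise stays open as a part. A loss of meiotic cells together with changes within Sertoli cells remains a hypothesis that was not tested. RNA of whole testes gives neither the share of each cell type nor the transcript levels within it.

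Of 183 changed genes of the biotype TEC, which the paper does not name among its main biotypes, 177 were lower, and sense intronic genes went the same way. The KO-labelled libraries also held fewer detected genes of any biotype, 27705 to 28414 against 31560 to 34399 in the control at similar depth, which goes with this fall and whose source was not tested. Low counts go with part of this, as 47.0% of all changed protein-coding genes and 75.0% of those matched on mean log2 CPM were lower, but as the whole source they are argued against by the 97.1% in these biotypes (Fisher's exact test, two-sided p = 9.7e-11). Unspliced RNA of a host gene may be the source, since 75.7% of the lower genes lie within a tested protein-coding gene on the same strand, and that host was lower for 46.4% of them against 12.8% for the genes that did not pass (Fisher's exact test, two-sided p = 1.1e-18). A share of 73.6% of the genes that did not pass lies within such a gene too, so the place alone does not mark the lower ones. Genes of one host are not independent, and spliced and unspliced reads were not separated.

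Outside the genes the paper discusses, 10 of 12 immediate-early genes were higher and 1 was lower in edgeR (10 higher and 1 lower when adjusted over the list alone, camera adjusted p = 8.3e-04 and 0.301 with an estimated correlation), and their call remained for 7 higher with scaling to somatic markers. *Egr1* rose by 1.80 and *Jun* by 0.90, while *Fosl1* fell by 0.93; the time from death to lysis of the tissue, which moves these genes, is not known here.

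Imprinted genes of fetal growth, which the paper does not discuss for these libraries, had 10 of 15 higher and 0 lower in edgeR (12 higher and 0 lower when adjusted over the list alone, camera adjusted p = 7.8e-05 and 0.179 with an estimated correlation), and 4 higher and 2 lower with scaling to somatic markers. *Igf2*, a growth factor gene, rose by 1.13 and *Peg3*, a zinc finger gene, by 0.62.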

How the results depend on the processing

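In this part, the 2 DESeq2 settings on independent filtering were chosen after the results were seen. The total of 6641 changed genes stayed within 1.5 times under DESeq2 (6568), limma-voom (6699), RLE factors (6673), upper-quartile factors (6626), no filter (6943), at least 10 counts in every library (6476) and protein-coding genes only (6085), and under the added settings, DESeq2 without independent filtering (5950) and with the filter for its default level (6497). Leaving out 1 library gave 4948 to 6669. Fewer genes pass by construction at a change of 2-fold or more: 1506, of which 277 were higher and 1229 lower (18.4% higher).

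With the libraries scaled to somatic markers, 485 genes were higher and 8892 lower (5.17% higher), genes not annotated as protein-coding and lower numbered 1439 and X-linked genes higher 23. *Dis3l2* turned to -0.20. The construction shows the cause, since the factors move all genes by -0.42. Members changed, with the balance turned to lower, were 6 for endothelial cells, 3 for angiogenesis, 10 for extracellular matrix, 5 for glycolysis, 8 for cholesterol and fatty acid synthesis, 5 for fatty acid oxidation, 7 for mesenchyme, 14 for autophagy, 5 for stress and 1 for genes encoded by mitochondria. Of 125 named genes, these also turned: *Zbtb16* -0.27, *Pnpla2* -0.0115, *Map1lc3b* -0.13, *Cdh5* -0.0322, *mt-Nd1* -0.0738, *mt-Nd4* -0.11, *Ndufb11* -0.10, *Hnrnpa1* -0.19, *Polr1a* -0.0677, *Pan3* -0.0682, *Tut7* -0.15 and *Actb* -0.14. Another 18 kept their sign but did not pass, with adjusted p from 0.0857 to 0.977 in edgeR. They were *Nrp1*, *Sqstm1*, *Rps9*, *Lama1*, *Cpt1a*, *Acaa2*, *Hk2*, *Peg3*, *Csf1r*, *Ndufv3*, *Hist1h2bc*, *Hist2h4*, *Rrs1*, *Smad3*, *Zeb2*, *Asns*, *Igf1* and *Pdgfra*. Conversely, 3 genes passed there but not in the main fit, *Sohlh1*, *Rhox10* and *Piwil1*.

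*Zbtb16* turned to -0.0288 without KO-labelled replicate 3, and had 0.274 without KO-labelled replicate 1. The cause was not tested. With an estimated correlation, 0 lists passed camera. PC1 held 49.5% without scaling of the genes, 37.0% over all genes with at least 1 count and 87.8% after the variance-stabilizing transformation of the most variable genes, which changed the transformation and the genes at once; without 1 library it held 48.35% to 51.48%. With the replicate number as a block, 3271 genes were higher and 3290 lower, 6561 in all.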

Differences from the paper's values

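The paper's Figure 6A gives PC2 about 27% of the variance, read by eye, against 16.8% here. Among the alternatives set before the data were examined, the genes with the highest variance (20.1%), all genes with at least 1 count (18.4%) and the fits without 1 library (19.0% to 20.5%) come within 1.5 times of the paper's value, and the fits without scaling of genes (16.3%) and with the variance-stabilizing transformation of the most variable genes (5.25%, with 2 choices changed at once) do not. PC1 held 47.9% here and about 32% in Figure 6A, read by eye, a ratio just under 1.5. Over all genes with at least 1 count it held 37.0%, also within 1.5 times, and under the other alternatives it differs by more than that, at 48.3% to 51.5%, and 87.8% after that transformation.

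The paper reports a reduction of *Dis3l2* RNA in cKO testes by RT-qPCR and its absence from germ cells by in situ hybridization, whereas *Dis3l2* had a log2 fold change of 0.22 in the KO-labelled libraries (edgeR's quasi-likelihood test, adjusted p = 0.136). With scaling to somatic markers it was -0.20 (adjusted p = 0.194), and no setting called it lower.

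At the paper's threshold, an adjusted p under 0.05, the paper states that more genes were higher than lower, 3277 against 2746 by the paper's count, and edgeR with TMM gave 3294 higher and 3347 lower. DESeq2, which the paper used, gave 3384 and 3184, and RLE factors, upper-quartile factors and no filter also gave more higher genes, as did the fits without control replicate 2, without control replicate 3 and without KO-labelled replicate 1. More genes were lower under limma-voom (3283 higher and 3416 lower), with at least 10 counts in every library (3110 and 3366), in a separate fit of protein-coding genes only (2880 and 3205), with the replicate number as a block (3271 and 3290), at a change of 2-fold or more (277 and 1229), with scaling to somatic markers (485 and 8892) and without control replicate 1, KO-labelled replicate 2 or KO-labelled replicate 3. Within the fit of all genes, protein-coding genes had 3146 higher and 2790 lower. Of the settings chosen after the values were seen, DESeq2 without independent filtering gave 3122 higher and 2828 lower and with the filter for its default level 3353 and 3144; which of the paper's own called genes these drop is not known, as the paper's list was not used here.

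The study's RT-qPCR found all 22 genes that it lists reduced in cKO testes; here 18 of 22 were lower and 0 higher past edgeR's test, a tally on the same side. The other 4 were *Zbtb16*, *Sohlh1*, *Rhox10* and *Piwil1*. *Sohlh1* passed with at least 10 counts in every library, with scaling to somatic markers and without KO-labelled replicate 3, and *Rhox10* and *Piwil1* passed with scaling to somatic markers. *Zbtb16* had a log2 fold change of 0.14 and no setting called it lower. The 19 log2 fold changes that Figure 6E shows match the DESeq2 values here, each within 0.06. The study scaled its RT-qPCR to beta-actin, whose gene *Actb* was itself higher here (0.28, adjusted p = 0.0236 in edgeR, not past the test without control replicate 1, control replicate 3 or KO-labelled replicate 2). With scaling to somatic markers, *Actb* turned to -0.14 (adjusted p = 0.3845 in edgeR), so its direction depends on the scaling.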

Other observations

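The tests on genes near *Dis3* were chosen only after the results were seen. Mice made by targeting can carry variants of another strain around the targeted gene, and such variants may change nearby transcripts. The sample labels give B6D2F1 as the strain background, a cross of inbred strains, so variants between those strains may differ between mice at any place, and changes near a gene do not mark a targeted allele by themselves. Within 20 Mb of *Dis3*, 13.0% of 69 tested genes had a change of 2-fold or more, against 7.25% of the other autosomal genes (Fisher's exact test, two-sided p = 0.0963), which leaves a strain variant there open. Within 20 Mb of *Dis3l2* the share was 6.12% of 278 genes against 7.29% (Fisher's exact test, two-sided p = 0.560), no higher than elsewhere, which argues against a raised share of changes around that gene. Neighbouring genes are not independent. The labels also place the mice in a facility of the NIDDK, whereas the paper names Shandong University, so whether the libraries and the other assays share a colony is open.

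Of the 10 ways to split the 6 libraries into 3 and 3, 1 changed as many genes as the genotype split, that split itself. It changed 6641 genes in edgeR, and the highest count of the other splits was 0. Each other split mixes control and KO-labelled libraries, so the difference between them adds to the spread within its groups. The counts of 0 are therefore no measure of what chance would give. With 10 splits, a share under 0.05 cannot be reached.

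Among 83 genes of cytosolic ribosomal proteins, 5 were higher and 21 lower in edgeR's quasi-likelihood test (5 higher and 21 lower when adjusted over the list alone, camera adjusted p = 0.0187 and 0.461 with an estimated correlation), with 8 higher with no filter, and 1 higher and 73 lower with scaling to somatic markers. *Rps9* rose by 0.51 and *Rpl35a* fell by 0.52. Both genes have pseudogene copies, and reads that also map to such a copy were not counted. Of 78 genes of the mitochondrial respiratory chain encoded in the nucleus, 4 were higher and 16 lower (4 higher and 15 lower when adjusted over the list alone, camera adjusted p = 0.161), 10 were lower without control replicate 2, 2 were higher without control replicate 1 or control replicate 2 and 7 with no filter or without KO-labelled replicate 3, and scaling to somatic markers gave 0 higher and 61 lower. *Atp5f1*, a gene of ATP synthase, fell by 0.58 and *Cox7b2*, a gene of cytochrome oxidase, by 1.25, and the complex I genes *Ndufv3* and *Ndufb11* rose by 0.42 and 0.32, the latter turning to -0.10 under that scaling.

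Of 13 protein-coding genes encoded by mitochondria, 3 were higher and 0 lower in edgeR (3 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.00853 and 0.434 with an estimated correlation). The count was 6 under DESeq2, 7 under limma-voom and 9 with no filter, 5 without control replicate 1, 7 without control replicate 2, 1 without control replicate 3, 5 without KO-labelled replicate 1 and 1 without KO-labelled replicate 2. The complex I genes *mt-Nd1* and *mt-Nd4* rose by 0.34 and 0.31; *mt-Nd4* did not pass without control replicate 3 (adjusted p = 0.0773) or KO-labelled replicate 2 (0.0550), and both turned with scaling to somatic markers, to -0.07 and -0.11.

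Tissue next to the testis was checked by 3 lists. Of 5 tested erythroid genes of 7, 0 were higher and 0 lower in edgeR (camera adjusted p = 0.333), and 2 were lower with scaling to somatic markers. Of 5 tested adipocyte genes of 10, the lipid droplet genes *Plin1* (1.12, adjusted p = 7.3e-05) and *Pnpla2* (0.41, adjusted p = 0.00729) were higher and 0 lower (2 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.459); *Pnpla2* did not pass without control replicate 1 (adjusted p = 0.0554), which leaves 1, and turned to -0.01 with scaling to somatic markers. Of 2 tested epididymis genes of 10, 0 were higher and 0 lower. Without control replicate 1 or KO-labelled replicate 2, 3 were tested and 1 was lower, and without KO-labelled replicate 3, 3 were tested and 1 was higher; a set this small was not tested by camera.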
